# Genome-wide miRNA expression profiling in potato (*Solanum tuberosum* L.) reveals TOR-dependent post-transcriptional gene regulatory networks in diverse metabolic pathway

**DOI:** 10.7717/peerj.10704

**Published:** 2021-01-14

**Authors:** Kexuan Deng, Huan Yin, Fangjie Xiong, Li Feng, Pan Dong, Maozhi Ren

**Keywords:** Target of rapamycin, microRNA, Integrated miRNA-mRNA analysis, Metabolism, *Solanum tuberosum* L.

## Abstract

Target of rapamycin (TOR) operates as a hub of the signal transduction that integrates nutrient and energy signaling to promote cell proliferation and growth through mediating the transcriptional and post- transcriptional regulator networks in all eukaryotic species. MicroRNAs (miRNAs) are widespread classes of small, single-stranded, non-coding endogenous RNAs and are widely found in eukaryotes, which play a vital role in regulating gene expression by degrading targeted mRNAs or translational repression at post-transcriptional level. Recent studies found that there were necessarily close connections between miRNA and TOR pathways in mammals. However, there is little information about the interplay between the miRNA and TOR in plants. Thus, the aim of this study was to identify potential TOR-miRNA-mRNA regulatory networks in TOR signaling through global mRNA and microRNA expression profiling in potato. Based on the previous high-throughput transcriptome sequencing and filtering, a total of 2,899 genes were significantly differentially expressed in potato under TOR inhibitors treatment. Pathway analysis revealed that these genes were significantly enriched in multiple metabolic processes. Similarly, in the present study, suppression of TOR resulted in 41 miRNAs up-regulated and 45 down-regulated, revealing that TOR plays a crucial role in the regulation of miRNA regulatory network. Furthermore, integrated mRNA and miRNA expression profiling uncovered that these miRNAs participated in large-scale metabolic process in the TOR signal pathway in potato, such as regulation of autophagy and ubiquitination, and biosynthesis of secondary metabolites. Overall, the results shed new insight into TOR related post-transcriptional gene regulatory networks in potato and suggesting TOR-miRNA-targeting genes relevant networks as a potential genetic resource for potato improvement.

## Introduction

MicroRNAs (miRNAs) represent an extensive class of small (usually 21–24 nucleotides length), non-coding, single-stranded, endogenous RNAs which are abundant in all eukaryotes. Since the direct cloning of first plant miRNA from *Arabidopsis* (*Arabidopsis thaliana* L.) (Park et al., 2002; Llave et al., 2002; Reinhart et al., 2002), more and more miRNAs and their putative targets were identified in different plant species, such as maize (*Zea mays* L.) (Zhang et al., 2009a), rice (*Oryza sativa* L.) (Zhang et al., 2017b; Peng et al., 2011), barley (*Hordeum vulgare* L.)  (Curaba et al., 2012), switchgrass (*Panicum virgatum* L.)  (Xie et al., 2014), wheat (*Triticum aestivum* L.)  (Han et al., 2014), sweet potato (*Ipomoea babatas* L.)  (Bian et al., 2016), rapeseed (*Brassica napus* L.)  (Jian et al., 2018), sesame (*Sesamum indicu* L.)  (Marakli, 2018) and radish (*Raphanus sativus* L.)  (Liu et al., 2018), and so on. In plants, the stem-loop secondary structure of RNA Polymerase II transcript (pri-miRNA) was cleaved by Dicer-like 1 (DCL1) protein to produce a hairpin RNA molecule (pre-miRNA), which further cleaved by DCL1 to result in a double stranded intermediate RNA (Jones-Rhoades, Bartel & Bartel, 2006 Zhu et al., 2013). The matured miRNA, which could be incorporated into the effector complex (RISC-RNA Induced Silencing Complex) can target messenger RNA to direct RNA degradation or translational inhibition (Jones-Rhoades, Bartel & Bartel, 2006; Zhu et al., 2013; Iwakawa & Tomari, 2013). MiRNAs were demonstrated to play versatile roles in plant growth, development and responding to stresses, such as temperature, drought, salt, heavy metal stresses and nutrient starvation in plants (Chen, 2009; [Bibr ref-62][Bibr ref-84]). Based on their functions in development, growth, crop yield and stress responses, they are also considered as important genetic resources in crop improvement (Liu & Chen, 2010; Tang & Chu, 2017). As one of the world’s most important staple food, potato (*Solanum tuberosum* L.) is essential to food security and human health all over the world, especially in solving the poverty (Zhang et al., 2017a). In the last decade, a fast increasing number of potato miRNAs were identified using comprehensive bioinformatic analysis of EST data, comparative genome strategy, computational prediction, and high-throughput sequencing (Zhang et al., 2013; Zhang et al., 2009b; Yang et al., 2016; Yang et al., 2010). Nevertheless, the number of the potato miRNAs (219) deposited in miRBase (http://www.mirbase.org/) was still less than that of rice (1519), *Arabidopsis* (664), cotton (*Gossypium spp* L.) (539) and maize (404). The function of some potato miRNAs were also confirmed, for example, *miR172* could induce the potato tuberization  (Martin et al., 2009), *miR396*, *miR156a*, *miR157a* and four *miR169s* were drought-induced (Yang et al., 2016; Hwang, Shin & Kwon, 2011), *miR156* could modulate potato architecture and tuberization  (Bhogale et al., 2014), *miR166* and *miR159* were responding to salinity  (Kitazumia et al., 2015), *miR482e* could enhance plant sensitivity to *Verticillium dahliae* infection  (Yang et al., 2015), *miR397-5P* was involved in the PVA infection  (Li et al., 2017), *miR164* could mediate the lateral root development  (Zhang et al., 2018), and *miR160* was associated with local defense and systemic acquired resistance against *Phytophthora infestans*  (Natarajan et al., 2018). Herein, a large number of miRNAs have yet to be discovered, and the functions of most miRNAs remain to be investigated in potato.

Target of rapamycin (TOR) was regarded as a central regulator in the signal transduction network through integrating nutrient, energy and stress related cues to coordinate cell proliferation and growth in all eukaryotic species (Xiong & Sheen, 2014; [Bibr ref-32][Bibr ref-40]). Many important downstream targets of TOR kinase have been identified in different species, such as AKT, S6K, ATG13, 4EBP1, etc (). TOR can influence gene transcription, protein translation, lipid synthesis, lysosome synthesis, autophagy and energy metabolism through these substrates (Xiong & Sheen, 2012; Laplante & Sabatini, 2012; Van Leene et al., 2019). Recent studies revealed interplays between the TOR signaling pathway and miRNAs during the occurrence and treatments of diseases in mammals  (Zhang et al., 2017b). Some miRNAs (*miR-7*, *miR-99* family, *miR-101*, *miR-122*, *miR-126*, etc.) could suppress the upstream signaling pathway of mTOR, while some miRNAs (*miR-21*, *miR-93*, *miR-96*, *miR-125b*, etc.) could activate the TOR pathway (see review; Zhang et al., 2017c). In addition, global miRNA expression profiling suggested mTOR controls many miRNAs expression in chronic rapamycin (RAP, a specific TOR inhibitor produced by *Streptomyces hygroscopicus*) treatment of cancer cells and the mouse and human cells with inactivation of TSC complex (an essential repressor of mTOR activation) (Ye et al., 2015; Totary-Jain et al., 2013; Jewell, Flores & Guan, 2015). In mammals, the miRNA biogenesis was regulated by mTORC1-Mdm2-Drosha axis in response to amino acid- and glucose- deprivation  (Ye et al., 2015). Moreover, several individual miRNAs (*miR-1*  (Sun et al., 2010), *miR-21*  (Bornachea et al., 2012), *miR-143*  (Fang et al., 2012) and *miR-125b*  (Ge, sun & Chen, 2011)) have been confirmed to be regulated by mTOR signaling, which are known to participate in some physiological functions, including cancer.

Rapamycin (RAP) was the first generation of TOR inhibitor, which could inhibit the activity of TOR only in the presence of 12-kDa FK506 binding protein (FKBP12) through forming a ternary compound RAP-FKBP12-TOR in yeast and animals  (Benjamin et al., 2011). Due to the resistance of terrestrial plants to RAP, *FKBP12* gene from *Homo sapiens* L., *Saccharomyces cerevisiae* L. or *Arabidopsis thaliana* L. was introduced into plants to generate RAP sensitive plants in the previous study (Deng et al., 2016; Sormani et al., 2007; Ren et al., 2012; Deng et al., 2017; Xiong & Sheen, 2012). In addition to RAP, the second generation of TOR inhibitors (asTORis: AZD8055, Torin1, KU63794 (KU) et al.), which could selectively and efficiently suppress TOR by specifically targeting the ATP-binding pocket of the TOR kinase domain, were also used in revealing the function of TOR in plants  (Xiong et al., 2017). In our previous study, a yeast FKBP12 gene was introduced into potato to generate RAP sensitive potato (BP12-OE line), and we found that RAP and asTORis showed synergistic effects on inhibiting potato growth and a great deal of differentially expressed genes (DEGs) were observed in potato under TOR suppression  (Deng et al., 2017). MiRNA plays an important role in post-transcriptional gene regulation in plants. Whether TOR is involved in post-transcriptional gene regulation through miRNA remains unclear in potato. Herein, we chose RAP + KU and its control DMSO to construct the potato sRNA libraries for identifying the miRNAs regulated by TOR. The integrative miRNAs and mRNA analysis was done to explicate the biological functions of TOR-miRNA-mRNA regulatory networks in potato metabolism.

## Materials and Methods

### Plant material and growth condition

In this study, the potato seedling of BP12-OE line was used for the sRNA sequencing (Deng et al., 2017). All plants were grown in Murashige & Skoog (MS) medium under 16 h light/8 h dark in growth chambers at 22 °C. Four-week-old potato seedlings growing on the MS media for 48 h with TOR inhibitors (RAP + KU) and DMSO were collected for the sRNA sequencing.

### RNA extraction, library preparation and sequencing

The extraction method and quality control of total RNA were according to Deng et al. (2017). The total amount of 3 ug RNA for each sample was used for small RNA library construction. The NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB, USA) was used to generate the sequencing libraries and the Agilent Bioanalyzer 2100 system using DNA High Sensitivity Chips was used to assess the library quality. The cBot Cluster Generation System using TruSeq SR Cluster kit v3-cBot-HS (Illumina) was used to cluster the index-coded samples. And then, the libraries were sequenced on an Illumina Hiseq 2500/2000 platform. At last, total of 50 bp single-end reads were generated.

### Data analysis

### Quality control and mapping

Raw reads of fastq format were processed through python scripts and custom perl to remove the low quality reads. The GC content, Q20 and Q30 of the raw reads were calculated. All downstream analyses were according to a range of length of clean reads, such as 18–30 nt for plant. The small RNA tags were mapped to the reference potato genome sequence (http://plants.ensembl.org/Solanum_tuberosum/Search/New?db=core) by Bowtie without mismatch to analyze their distribution and expression on the reference (Xu et al., 2011; Langmead et al., 2009).

### Bioinformatic identification of known and novel miRNAs, and their differential expression under TOR inhibitors treatment

The mapped small RNA tags were aligned to the miRNA precursor/mature miRNA of plants and animals in the miRBase20.0 database for looking for known miRNA. The potential miRNAs and their secondary structures were obtained using modified software mirdeep2  (Friedlander et al., 2012) and srna-tools-cli (http://srna-tools.cmp.uea.ac.uk/). The Custom scripts were used to analyze the known miRNA counts and their base bias either on each position or on the first position with certain length.

The rRNA, tRNA, snRNA, snoRNA, repeat and protein-coding genes were deleted from the small RNA libraries based on RepeatMasker and Rfam database. And then the remaining sequences were used for predicting the novel miRNAs with the software miREvo  (Wen et al., 2012) and mirdeep2  (Friedlander et al., 2012) through exploring the secondary structure, the minimum free energy and the Dicer cleavage site. The analysis of novel miRNA counts and their base bias was the same as that of known miRNA.

All miRNA abundances were evaluated and normalized using the tags per million reads (TPM) method through the following criteria  (Zhou et al., 2010): TPM = number of mapped miRNA reads ×10^6^/ number of clean sample reads. Differential expression analysis between the treatment and control was performed using the DESeq R package (1.8.3). The *P*-values were adjusted using *q*-value  (Storey, 2003). /log_2_fold-change/ >1 and the corrected *P*-value (*q*-value) <0.01 were set as the threshold for significantly differential expression by default.

### Prediction and annotation of target genes of miRNAs

The putative target genes of miRNAs were predicted by psRobot-tar in psRobot  (Wu et al., 2012) for plants. All the target genes were annotated in the NCBI nr database and potato genome database (http://plants.ensembl.org/Solanum_tuberosum/Search/New?db=core). For further annotating the target gene candidates of differentially expressed miRNAs, Gene Ontology (GO) enrichment and the statistical enrichment of KEGG pathways were implemented using GOseq based Wallenius non-central hyper-geometric distribution and KOBAS, respectively (Mao et al., 2005; Young et al., 2010).

### M RNA and miRNA validation by qRT-PCR

Four-week-old potato seedlings growing on the MS media were treated with TOR inhibitors (RAP + KU) and DMSO for 48 h and were collected for qRT-PCR. The mRNA validation was according to  Deng et al. (2017). The primers for qRT-PCR designed by Primer premier 5 software were listed in Table S1. To validate the expression of miRNA, 1 µg of total RNA was reverse transcribed using Mir-X™ miRNA qRT-PCR TB Green™ Kit (Takara). The RT-qPCR analysis was performed according to the manufacturer’s protocol (Mir-X™ miRNA qRT-PCR TB Green™ Kit). The miRNA-specific primers were listed in Table S1 and reverse primers was provided by kit. Potato *actin* gene was used as constitutive references (Nicot et al., 2005; Payyavula, Singh & Navarre, 2013; Liu et al., 2015). All reactions were conducted with 3 biological replicates, and the relative expression of genes was conducted using the 2^−ΔΔ*c*(*t*)^ method.

## Results

### sRNA sequencing

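Small RNAs were sequenced from potato seedlings of the BP12-OE line, into which a yeast FKBP12 gene had been introduced so that rapamycin can act on TOR. Seedlings 4 weeks old were kept for 48 h with rapamycin and KU, which binds the ATP pocket of the TOR kinase, or with the solvent DMSO. The sample labels give 10 µM of each inhibitor and 20 g/L sucrose in the medium, and the paper's text gives no dose. There was 1 library per condition. No spread between replicates can therefore be given, and a test on the reads compares the 2 libraries, not the 2 conditions. Table S2 of the paper lists 12408016 raw reads for the DMSO library and 12598581 for the RAP + KU library, with a GC content of 48.29% and 48.83%. Of these, 148192 reads in the DMSO library and 118587 reads in the RAP + KU library were assigned to miRNAs, or 1.19% and 0.941% of the raw reads. The 10 most abundant miRNAs took 65.7% of the miRNA reads in the DMSO library and 69.7% in the RAP + KU library.

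The authors mapped the clean reads to the potato genome with Bowtie, assigned known miRNAs by miRBase and predicted further miRNAs with miREvo and mirdeep2. The deposited values are the read count and the TPM of 289 mature miRNAs, of which 17 had no read in either library. Each TPM value was the read count times 1000000 over all miRNA reads of that library, so that 1 read was worth 6.75 TPM in the DMSO library and 8.43 TPM in the RAP + KU library. A miRNA with 0 reads could have had up to 3 reads, which is 20.2 TPM in the DMSO library and 25.3 TPM in the RAP + KU library. From these counts, each miRNA was tested by a two-sided Fisher's exact test of its reads against all other miRNA reads, with Benjamini-Hochberg adjustment over the 289 miRNAs. A miRNA passed at an adjusted p under 0.01 and a log2 ratio beyond 1 in either direction, the thresholds of the paper. Log2 ratios are of the reads plus 0.5, as a share of the miRNA reads. Ratios are given with an exact 95% interval, and no ratio is given where both libraries had 3 reads or fewer. Intervals, tests and limits cover counting error only, since there was 1 library per condition. They count reads, and the sequenced copies of 1 molecule cannot be told from separate molecules. The counting error of molecules can therefore be larger than given. Mature sequences of the same family can be nearly identical, and the counting could then split reads between them.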

The basic information of sRNA sequencing data from potato (BP12-OE line) with or without TOR inhibitor (RAP + KU) was shown in Fig. 1 and Table S2. The values of Q30 (bases correct recognition rate >99.9%) of the raw data were more than 97%. After removal of adapter contaminants, low quality reads, small reads and polyN, about 92.53% and 95.76% reads in total raw reads were clean reads in two groups, respectively (Fig. 1A). Finally, about 79.18% and 80.61% of the total clean reads with 18–30 nt read length could be mapped and matched to the potato genome sequence with bowtie, respectively (Langmead et al., 2009). For avoiding some sRNAs mapped to more than one annotation, the mapped clean total sRNAs were annotated according to the following priority rule: known miRNA >rRNA >tRNA >snRNA >snoRNA >repeat >NAT-siRNA >gene >novel miRNA >ta-siRNA (Fig. 1B). Most clean sRNA reads ranged from 21 to 24 nt, with 24 nt being the most abundant group of small RNAs, representing the typical length of Dicer-like protein 3 (DCL3)-derived products (Fig. 1C). The dominance of the 24 nt read length sRNA in potato is consistent with previous studies of other species, such as rice (Morin et al., 2008), cucumber (*Cucumis sativus* L.) (Mao et al., 2012), tomato (*Solanum lycopersicum* L.) (Cao et al., 2014), tobacco (*Nicotiana tabacum* L.) (Yin et al., 2015) and radish (Liu et al., 2018). The second abundant group is 21-nt miRNAs, which have the canonical size derivedfrom DCL1 processing. Most of the first nucleotide from the 5′end of the known and novel miRNAs was uridine (U), which was a bias for AGO1 (Mi et al., 2008), suggesting the important character of miRNAs was not changed under the treatment of TOR specific inhibitors (Fig. S1). In addition, in all the libraries, the total rRNA proportion was less than 60% which was used as a marker as the plant samples quality control.

**Figure 1:**

The summary of basic information for the sRNA data. (A) Statistical analysis of sequencing reads. (B) The number and proportion of different kind of sRNAs, “exon: +”: exon sense strand, “exon”: exon antisense strand, “intron: +”: intron sense strand, “intro: -”: intron antisense strand, NAT: natural antisense transcripts, repeat: repeat sequence, snoRNA: small nucleolar RNA, snRNA: small nuclear RNA, TAS: ta-si RNA. (C) The length distribution of clean sRNA.

### Identification of known and potential novel miRNAs in potato

In order for identifying the known miRNAs from sRNA libraries in potato, we compared the sRNA information with the known, up-dated and mature plant miRNAs deposited in the miRBase without any mismatching (Kozomara & Griffiths-Jones, 2014). Based on the blastn searches and further sequence analysis, the total of 193 known miRNA were observed and 174 known miRNA exist both in the RAP + KU and control libraries (Table S3). 

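Known miRNAs were found about as often in the RAP + KU library as in the DMSO library. At least 1 read was counted for 174 known miRNAs in the DMSO library and, by the same count, for 174 in the RAP + KU library. Of these, 155 had reads in both libraries. The known miRNAs held 76.2% of the miRNA reads in the DMSO library and 81.5% in the RAP + KU library. Many were close to the limit of detection, with a median of 9 reads over the 210 listed known miRNAs in the DMSO library and 6 reads in the RAP + KU library. With a minimum of 10 reads, 103 known miRNAs remained in the DMSO library, 95 in the RAP + KU library and 92 in both.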

The read counts of the known miRNAs ranged from 0 to 24,000 in the RAP + KU and control libraries, which showed high diversity. 

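A few conserved families made up most of the known miRNA reads in the seedlings. In the DMSO library, 5 known miRNAs had more than 10000 reads, and 22 had more than 1000. In the RAP + KU library, 3 had more than 10000 reads, and 17 had more than 1000. The 5 miRNAs in the DMSO library were stu-miR166a-3p, stu-miR319a-3p, stu-miR398a-3p, stu-miR166b and stu-miR162a-3p. Those over 10000 reads in the RAP + KU library were stu-miR319a-3p, stu-miR166a-3p and stu-miR166b.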

About 17 and 22 known miRNAs were found to have more than 10,000 redundancies in the above groups, respectively (Table 1). Among these miRNAs, the miR166a-3p and miR319a-3p had the most reads.

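The 2 libraries differed in which miRNA led. In the DMSO library it was stu-miR166a-3p, of a family that targets HD-ZIP III transcription factors, with 15988 reads or 10.8% of the miRNA reads. In the RAP + KU library it was stu-miR319a-3p, of a family that targets TCP transcription factors, with 20.2% of the miRNA reads. The share of stu-miR166a-3p differed less between the libraries than that of stu-miR319a-3p. There were 14823 reads in the RAP + KU library, a ratio of shares of 1.16 (95% interval 1.13 to 1.18) and a log2 ratio of 0.21, and the closely related stu-miR166b had the same log2 ratio, from 11160 and 10331 reads. The miR166 family as a whole held 18.8% of the miRNA reads in the DMSO library and 21.6% in the RAP + KU library. None of its 5 members passed the test, also when adjusted over the list alone, the median log2 ratio was 0.21, and that median stood at percentile 74.0 of 10000 random lists matched on TPM. Per raw read, the direction of stu-miR166a-3p and stu-miR166b turned, with log2 ratios of -0.13 for both.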

**Table 1:** The known miRNA of more than ten thousand redundancies and novel miRNAs of more than 100 redundancies.

MiRNA	RAP+KU	DMSO	MiRNA	RAP+KU	DMSO
stu-miR319a-3p	24000	13181	novel_188	6057	11099
stu-miR166a-3p	14823	15988	novel_1	5395	9175
stu-miR166b	10331	11160	novel_16	2209	4329
stu-miR398a-3p	3832	11553	novel_17	2169	2028
stu-miR162a-3p	4850	10908	novel_18	839	1656
stu-miR396-5p	5382	5157	novel_40	665	1026
stu-miR482a-3p	2292	4388	novel_15	487	940
stu-miR6022	4287	4798	novel_30	733	764
stu-miR319b	3656	1197	novel_34	604	711
stu-miR482c	1303	2880	novel_56	280	439
stu-miR4.2e−3p	1344	2470	novel_36	574	385
stu-miR1919-5p	1679	1703	novel_38	256	322
stu-miR156a	1446	1972	novel_59	162	298
stu-miR156d-3p	1357	2244	novel_67	119	216
stu-miR6149-5p	1062	1807	novel_60	138	195
stu-miR395a	1109	1526	novel_62	128	188
stu-miR482d-3p		1325	novel_137		137
stu-miR6027		1839	novel_84		118
stu-miR482b-3p		1609	novel_68		106
stu-miR384-5p	1209		novel_58	115	
stu-miR8036-3p		1137			
stu-miR6024-3p		1060			

The available softwares miREvo (Wen et al., 2012) and mirdeep2 (Friedlander et al., 2012) were integrated to predict potential novel miRNAs. Only those with stable hairpin structures were considered, because this was an essential characteristic for identification of novel miRNAs. Additionally, the binding locations of Dicer enzymes and free energies were used to evaluate these candidate miRNAs. Ultimately, 79 novel miRNAs were discovered from two potato libraries (Table S3). The novel miRNAs displayed lower expression levels, ranging from 0 to 11,652, when compared with known miRNAs. 

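The miRNAs predicted by the authors took a smaller share of the miRNA reads in the RAP + KU library than in the DMSO library. All 79 together had 35333 reads in the DMSO library and 21906 in the RAP + KU library, or 23.8% and 18.5% of the miRNA reads. The log2 ratio of these sums was -0.37, and it was -0.13 without miR319 in the totals and -0.71 per raw read. The most abundant was novel_188, with 11099 reads in the DMSO library and 6057 in the RAP + KU library, a log2 ratio of -0.55. Another, novel_1, had 9175 and 5395 reads and a log2 ratio of -0.44. Both differed between the libraries at an adjusted p under 0.01 by Fisher's exact test, but not by the fold that was asked for. Over 100 reads were counted for 19 predicted miRNAs in the DMSO library and for 17 in the RAP + KU library. The medians were 18 and 12 reads.

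Of the 79 predicted miRNAs, 3 were lower in the RAP + KU library, 0 were higher and 76 did not pass, and the same 3 were lower when adjusted over the list alone. The lower ones were novel_103, novel_108 and novel_120. Under TMM and DESeq2 factors and without miR319 in the totals, only novel_103 of these was still called, and 1 or 2 other predicted miRNAs were called higher. Per raw read 8 were called lower and 0 higher. The median log2 ratio of the 70 with at least 10 reads in all was -0.19, at percentile 36.8 of the random lists matched on TPM. It was 0.05 when the libraries were scaled by the miRNA reads other than miR319, and -0.54 per raw read.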

In the RAP + KU and control group, only 17 and 19 novel miRNAs were found to have more than 100 redundancies, respectively (Table 1). In general, many novel miRNAs discoveries in potato enriched the plant miRNA dataset.

### TOR regulates potato miRNA expression

After obtaining the readcounts of all the miRNAs, the quantification and normalization of them were conducted by TPM (transcript per million) (Zhou et al., 2010) (Table S4). 

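Abundant miRNAs were abundant in both libraries. Across the 289 miRNAs, which are not independent replicates, the squared Pearson correlation of log10(TPM + 1) was 0.873 (95% interval over miRNAs 0.842 to 0.898). Spearman's rho was 0.950. Among the 184 miRNAs with at least 10 reads in all, the squared correlation was 0.942 and Spearman's rho 0.935, and on the linear TPM scale over all miRNAs it was 0.758. The median TPM was 81.0 in the DMSO library and 75.9 in the RAP + KU library. The log2 ratios of the 184 miRNAs had a median of -0.14 and quartiles of -0.61 and 0.26, with 8 above 1 and 18 below -1.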

The two treatments have the similar distributions of the expression levels of all the miRNAs, and the high correlation (*R*^2^ = 0.873) of miRNA expression level showed the experimental reliability and reasonable sample selection (Figs. 2A–2B). MiRNAs with TPMs over 60 were regarded as expressing at a very high level and miRNAs with TPMs in the interval 0–1 were deemed not to be expressed at very low levels. About 86% of the total miRNAs (272) were expressed (TPM ≥ 1) and more than 146 miRNAs were highly expressed (TPM >  60) in the two treatments. Among them, one novel and 19 known miRNA were only observed in the sRNA libraries from TOR inhibition (RAP + KU), while 2 novel and 19 known miRNA were only detected in the control DMSO library, indicating TOR may completely inhibit or induce these miRNAs expression in potato.

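Most of the listed miRNAs could be detected in both libraries, many of them from few reads. A TPM of at least 1 was reached by 252 miRNAs in the DMSO library, which is 87.2% of the listed miRNAs and 92.6% of the 272 with any read. In the RAP + KU library it was reached by 251, or 86.9% and 92.3%. Since a single read was worth more than 1 TPM, these are the miRNAs with at least 1 read. A TPM over 60 was found for 165 miRNAs in the DMSO library, from 9 reads upwards, and for 153 in the RAP + KU library, from 8 reads upwards. It was found in both libraries for 146 miRNAs. Per 1000000 raw reads instead of miRNA reads, 143 and 123 miRNAs reached 1, and 35 and 25 exceeded 60.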

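The miRNAs counted in a single library were rare in it. The 21 that were found only in the DMSO library had 1 to 5 reads each and 28 reads together, 0.0189% of the miRNA reads. For 17 of them the count was 1 read. The 20 that were found only in the RAP + KU library had 1 to 3 reads each and 26 reads together, 0.0219% of the miRNA reads, and 16 of these had 1 read. Of all 41, only stu-miR3627-5p had more reads than the limit of 3 that a count of 0 allows. None passed the test on reads, and the lowest adjusted p was 0.278 by Fisher's exact test. Whether any of the 41 was present in the library where it had 0 reads was not detectable at this depth.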

**Figure 2:**

The differentially expressed miRNAs between the treatment group (RAP + KU) and control (DMSO). (A) Boxplot of the log transformed TPM expression values. (B) The correlation of miRNAs expression level between the treatment group (RAP + KU) and control (DMSO). (C) The number of differentially expressed miRNAs. (D) Hierarchical clustering of the differentially expressed miRNAs.

In order to identify the differentially expressed miRNAs, we compared the expression of the known and novel miRNAs between the TOR inhibitors and control treatment samples using the DEGseq (2010) R package. 

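Members of the miR319 and miR399 families were higher in the RAP + KU library, and single arms of miR397 and miR408 and both arms of miR398a were lower. By the test on reads, 4 miRNAs were higher in the RAP + KU library, namely stu-miR319a-3p, stu-miR319b, stu-miR399a-3p and stu-miR399j-3p. Another 8 were lower, namely stu-miR398a-3p, stu-miR398a-5p, stu-miR397-3p, stu-miR408b-5p, stu-miR7122-5p, novel_103, novel_108 and novel_120. These 12 are 4.41% of the miRNAs with any read. The most marked of the predicted miRNAs was novel_103, with 87 reads in the DMSO library and 12 in the RAP + KU library, a ratio of 0.172 (95% interval 0.0858 to 0.317) and an adjusted p of 7.52e-11 by Fisher's exact test. The ratio of stu-miR7122-5p was 0.0833 (95% interval 0.00198 to 0.542), from 15 reads and 1 read. Reads of novel_120 numbered 30 and 6 and those of novel_108 58 and 21, with log2 ratios of -1.91 and -1.12. The calls of stu-miR7122-5p, novel_108 and novel_120 ended under TMM and DESeq2 factors, without miR319 in the totals and in edgeR's exact test with an assumed coefficient of variation of 0.1, whereas that of novel_103 was kept under each of the 4 other scalings. With the coefficient of 0.1, the calls of stu-miR399a-3p and stu-miR399j-3p ended as well. Without the fold threshold, 52 miRNAs passed, 20 higher and 32 lower.

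Of the 86 miRNAs in Table 2, all had the direction given there, and 10 passed the test on reads, 4 of them higher and 6 lower. The shared direction is not independent evidence, since the miRNAs of Table 2 were chosen on these same libraries. In 43 of the 86, both libraries had 3 reads or fewer, in 33 the 2 libraries had 1 read together, and the median was 4.5 reads in all. The smallest p that 1 read against 0 can give was 0.445 by Fisher's exact test. An unadjusted p under 0.05 was reached by 16 of the 86.

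The split of the calls depended on the scaling, with 6 higher and 3 lower under TMM or DESeq2 factors, 8 higher and 3 lower when miR319 was left out of the totals, and 1 higher and 21 lower per raw read. With an assumed biological coefficient of variation of 0.2 between libraries, edgeR's exact test left stu-miR319b and novel_103, and with 0.4 it left 0.

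**Figure D1:**
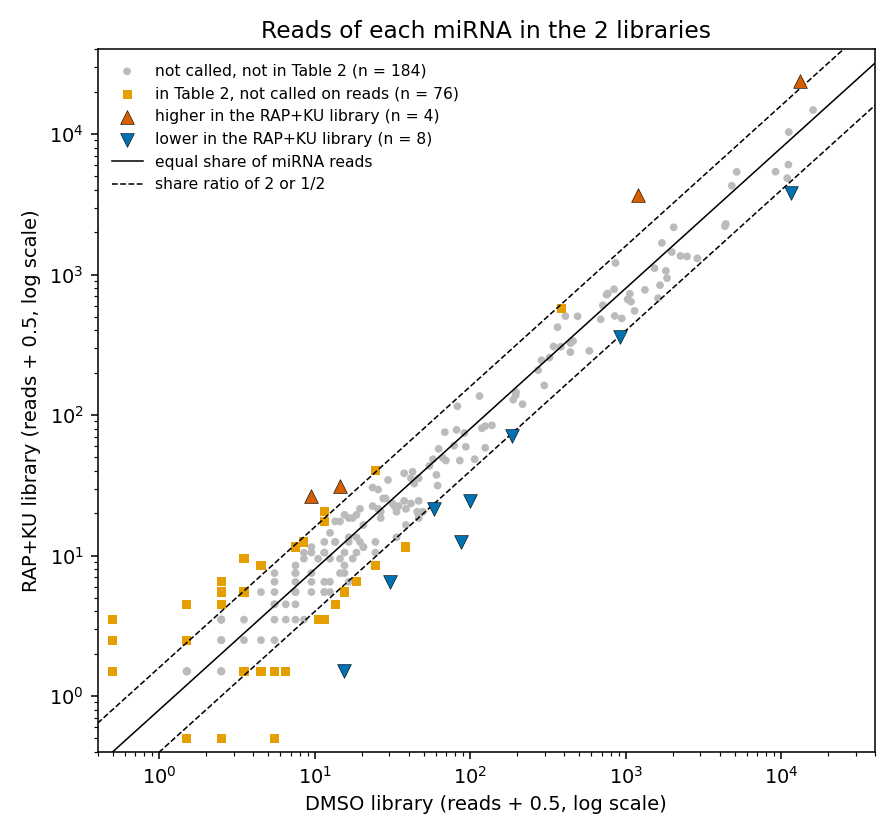
Reads of each of the 272 miRNAs with any read in the DMSO library (horizontal axis) and in the RAP + KU library (vertical axis), each plus 0.5 on a log scale. Triangles mark the 4 miRNAs that were higher and the 8 that were lower by the test on reads, squares the 76 other miRNAs of Table 2 and circles the rest, and the lines mark an equal share of the miRNA reads and a 2 times higher or lower share. Most squares lie at few reads, at the lower left.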

Total of 86 differentially expressed miRNAs were detected in the RAP + KU vs DMSO group, including 41 up-regulated and 45 down-regulated miRNAs (Fig. 2C). To obtain the miRNA expression patterns, we performed the hierarchical clustering of all the differentially expressed miRNAs based on the log_10_ (TPMs + 1) for the two sRNA libraries (Fig. 2D). The expression levels of all the differentially expressed miRNAs were listed in Table 2 and these miRNAs (*stu-miR5303c*, *stu-miR8010*, *stu-miR8024a-3p* and *stu-miR8028-5p*) had remarkable up-regulated differences, while these miRNAs (*stu-miR3627-5p*, *stu-miR7985*, *stu-miR156f-3p* and *stu-miR8013*) had remarkable down-regulated differences. 

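The reads behind the miRNAs with the largest log2 values were few. No read of stu-miR5303c, stu-miR8010, stu-miR8024a-3p or stu-miR8028-5p was counted in the DMSO library. In the RAP + KU library there were 2 reads of stu-miR5303c, 3 of stu-miR8010, 3 of stu-miR8024a-3p and 2 of stu-miR8028-5p. For stu-miR7985, stu-miR156f-3p and stu-miR8013 there were 2 reads each in the DMSO library and 0 in the RAP + KU library. These 7 lie at or under the limit of 3 reads in both libraries, so that no ratio can be given. For stu-miR3627-5p there were 5 reads in the DMSO library and 0 in the RAP + KU library, at least 1.33-fold lower against the limit of 3 reads if the 5 reads are taken as exact. The 95% interval of its ratio reaches 1.36, so that an equal share is not excluded (two-sided Fisher's exact test, p = 0.0702). For stu-miR8010, stu-miR5303c, stu-miR7985 and stu-miR3627 the paper also reports RT-qPCR with 3 biological replicates. It describes a tendency similar to the sequencing, and these RT-qPCR values were not analysed here.

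Most of the potato families to which these miRNAs belong had few reads as well. Of the 8 members of miR5303 and miR5304, 0 passed the test, also when adjusted over the list alone. Their 2 members with at least 10 reads, stu-miR5303g and stu-miR5303h, had a median log2 ratio of -1.10, at percentile 0.645 of the matched random lists, and stu-miR5303g had 16 reads in the DMSO library and 6 in the RAP + KU library. Of the 94 miRNAs of the potato families miR7979 to miR8050, 0 passed in either case. The median log2 ratio of the 34 with at least 10 reads was -0.12, at percentile 48.9, and it was 0.02 under TMM scaling. Their most abundant member, stu-miR8036-3p, had 1137 and 551 reads, a log2 ratio of -0.72 that lay beyond 1 only when scaled per raw read (-1.07).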

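The RAP + KU library had more reads of miR319 than the DMSO library, and fewer of miR398. The first targets TCP transcription factors of leaf growth and the second copper/zinc superoxide dismutases. The miR319 family held 10.3% of the miRNA reads in the DMSO library and 24.0% in the RAP + KU library, a ratio of 2.34 (95% interval 2.29 to 2.39). Of its 4 members, 2 were higher and 2 did not pass, with the same result when adjusted over the list alone. There were 13181 reads of stu-miR319a-3p in the DMSO library and 24000 in the RAP + KU library, a log2 ratio of 1.19, and 1197 and 3656 reads of stu-miR319b, a log2 ratio of 1.93. Values of 342 and 307 reads were counted for stu-miR319a-5p, with a log2 ratio of 0.17 that turned to -0.18 per raw read. For the family the median log2 ratio was 0.78, at percentile 99.8 of the random lists matched on TPM.

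The copper-related miRNAs, which are miR398 with the laccase-targeting miR397 and the plantacyanin-targeting miR408, together held 9.53% of the miRNA reads in the DMSO library and 4.62% in the RAP + KU library. Of 9 members, 4 were lower, 0 were higher and 5 did not pass, and 4 were lower when adjusted over the list alone. Their log2 ratios had a median of -0.78 (95% interval for counting error -1.12 to -0.0497), at percentile 0.365. Reads of stu-miR398a-3p numbered 11553 in the DMSO library and 3832 in the RAP + KU library, a log2 ratio of -1.27. With stu-miR398a-5p they made up 12473 of the 14126 reads of the group in the DMSO library and 4193 of the 5474 in the RAP + KU library. Without these miR398a arms, a division made after the values were seen, the summed reads of the other 7 members had a ratio of 0.968 (95% interval 0.900 to 1.04). The summed reads of miR408 had a ratio of 1.05 (95% interval 0.963 to 1.15). Per raw read the log2 ratios of these sums were -0.39 and -0.27. Under TMM and DESeq2 factors and without miR319 in the totals, they ran from 0.0760 to 0.19 and from 0.20 to 0.31. The summed reads of miR397 had a ratio of 0.809 (95% interval 0.707 to 0.926), with log2 ratios from -0.65 to -0.0651 over the other scalings. Most of the lower share of the group was that of miR398a, and in miR397 and miR408 only single arms passed the test. Reads of stu-miR397-3p numbered 99 and 24 (log2 ratio -1.70, adjusted p = 8.30e-08 by Fisher's exact test). For stu-miR408b-3p, which did not pass, they numbered 839 and 786, with a log2 ratio of 0.23 that turned to -0.12 per raw read.

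The miRNAs of phosphate supply were rare. Of the 9 members of miR399, which targets the ubiquitin-conjugating enzyme PHO2, and miR827, which targets SPX-domain proteins, 2 were higher and 7 did not pass, with the same count when adjusted over the list alone. Reads of stu-miR399a-3p numbered 14 and 31 (adjusted p = 0.00831 by Fisher's exact test), and those of stu-miR399j-3p 9 and 26 (adjusted p = 0.00343 by the same test). The ratios were 2.77 (95% interval 1.43 to 5.63) and 3.61 (95% interval 1.64 to 8.76). Neither passed per raw read, where the log2 ratios were 1.10 and 1.46, or in edgeR's exact test with an assumed coefficient of variation of 0.1, where the adjusted p was 0.0555 and 0.0399. The reads of stu-miR827-3p, 45 and 20, had the opposite direction without passing, but this miRNA passed as lower per raw read, with a log2 ratio of -1.17. The median log2 ratio of the 4 members with at least 10 reads was 0.61 (95% interval for counting error -0.0299 to 1.40), at percentile 96.4. It falls between stu-miR399a-3p and stu-miR399j-3p (1.44 and 1.80) and stu-miR827-5p and stu-miR827-3p (-0.23 and -0.83). The summed reads of the 9 members had a ratio of 1.32 (95% interval 0.970 to 1.81), so that an equal share is not excluded.

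The miR319 and miR398 families kept their direction in summed reads under each of the 4 other scalings tried, whereas the calls of stu-miR398a-5p and stu-miR408b-5p ended under TMM and DESeq2 factors and without miR319, and that of stu-miR319a-3p ended per raw read (log2 ratio 0.84). From the number of miRNAs in Table 2 the paper proposes that TOR takes part in controlling miRNA expression.

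**Figure D2:**
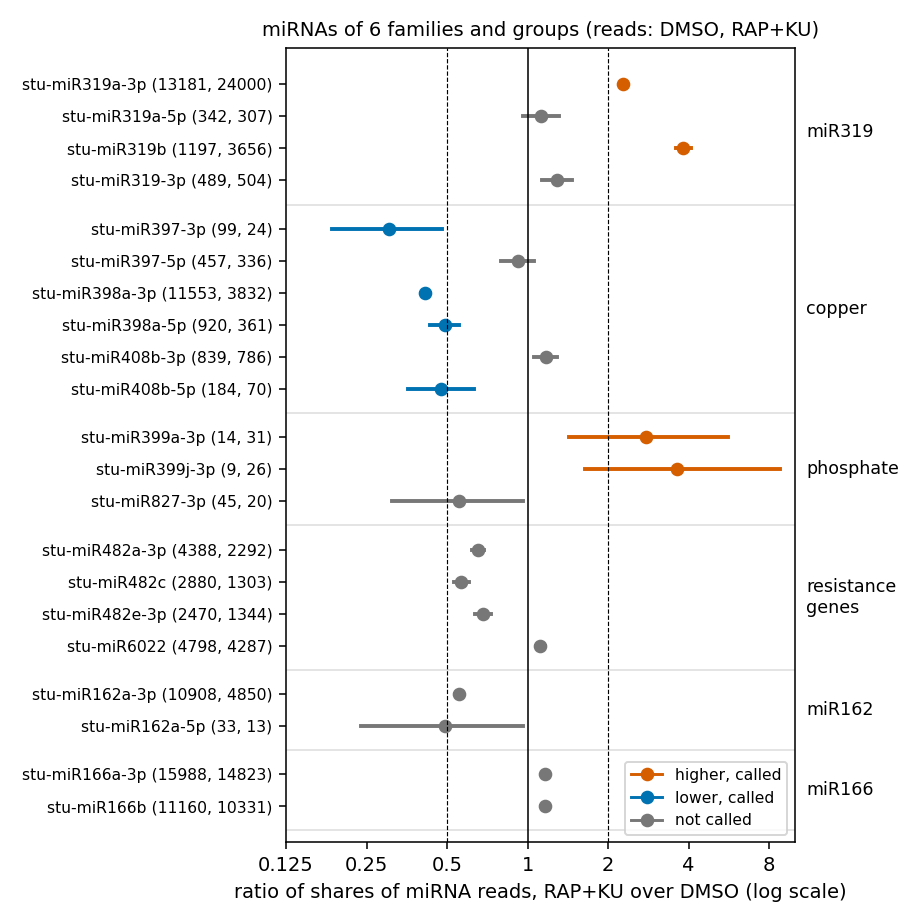
Ratio of the shares of miRNA reads, RAP + KU over DMSO, on a log scale (horizontal axis) for 21 miRNAs of 6 families and groups, with the reads of both libraries beside each name. Points are ratios, bars exact 95% intervals for counting error only, and colours mark the miRNAs that passed the test on reads. The ratios of stu-miR319a-3p, stu-miR319b, stu-miR399a-3p and stu-miR399j-3p lie above 2. Those of stu-miR397-3p, stu-miR398a-3p, stu-miR398a-5p and stu-miR408b-5p lie below 0.5, as does that of stu-miR162a-5p, which did not pass.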

The differential expression of about 1/3 of total miRNAs suggested that TOR may play a crucial role in the regulation of miRNAs expression in potato.

### The prediction of miRNA target genes

In order to investigate the function of all the previously identified miRNAs in different biological processes, their potential target genes were predicted using psRobot_tar in psRobot for plants (Wu et al., 2012). Overall, 192 miRNAs got total 4,127 predicted target genes in 272 identified miRNAs (Table S5). Except the numbered EPlSTUG genes, all the rest (4081) numbered PGSC0003DMG genes were annotated in the website (http://plants.ensembl.org/Solanum_tuberosum/Search/New?db=core) and listed in Table S6. The number of potential targets in the potato is variable for each miRNA from 1 to 772, and most of them have multiple target genes, which are consistent with other reports (Curaba et al., 2012; Xie, Frazier & Zhang, 2011). The top three miRNAs are *stu-miR7797a* (772), *stu-miR5303h* (751) and *stu-miR5303g* (743). The results indicated the single miRNA might possess wide-ranging functions and involve in different kinds of signal pathways in potato. The products of the target genes include functional protein, transcriptional factors and enzyme, etc.

### The putative function of differentially expressed miRNAs

Some differential expression miRNAs had been reported in other species, such as miR156 and miR169 etc., (Xiong et al., 2013, Jiao et al., 2010; Meng et al., 2011; Wu et al., 2009). In addition to these miRNAs, there are a large number of miRNA functions that have not been studied. In order to understand the regulatory functions of differentially expressed miRNAs, we carried out the miRNA target prediction analysis and annotated the target genes according to the website (http://plants.ensembl.org/Solanum_tuberosum/Search/New?db=core) (Table S7). The putative miRNA target genes participated in many biological processes such as cell wall modification, the cell cycle, photosynthesis, nutrient transport, carbon and nitrogen utilization, autophagy, ubiquitination, senescence, protein and lipid metabolism, chromatin structure, hormone metabolism, signaling and stress-related processes. This result was also consistent with differentially expressed genes related to the TOR-regulated pathways reported by previous transcriptome studies (Park et al., 2002; Payyavula, Singh & Navarre, 2013; Xiong & Sheen, 2014; Caldana et al., 2013). And then Numerous GO functional and KEGG pathway enrichment of differentially expressed miRNAs were detected, suggesting TOR regulated miRNAs participated in many biological metabolic processes in potato (Tables S8A–S8B). These results suggest that miRNA may play a vital role in the regulation of metabolic processes in TOR signaling.

**Table 2:** The differentially expressed miRNAs in potato between the treatment of RAP + KU and DMSO.

**MiRNA**	**Log2 (RAP + KU)/ DMSO**	***Q* valve**	**MiRNA**	**Log2 (RAP + KU)/ DMSO**	***Q* valve**
stu-miR3627-5p	−6.01	9.80E−10	novel_36	1.03	1.08E−15
stu-miR7985	−4.69	6.26E−05	novel_99	1.04	5.16E−05
stu-miR156f-3p	−4.69	6.26E−05	stu-miR8031	1.08	1.09E−06
stu-miR8013	−4.69	6.26E−05	novel_115	1.11	4.12E−05
novel_111	−3.69	2.74E−03	stu-miR4376-3p	1.19	1.56E−15
stu-miR169a-3p	−3.69	2.74E−03	novel_53	1.19	1.34E−03
stu-miR1886 h	−3.69	2.74E−03	stu-miR172c-3p	1.19	1.34E−03
stu-miR1886i-3p	−3.69	2.74E−03	stu-miR8032a-5p	1.32	5.10E−10
stu-miR477a-3p	−3.69	2.74E−03	stu-miR319a-3p	1.32	0.00E+00
stu-miR7986	−3.69	2.74E−03	stu-miR8033-3p	1.45	7.30E−03
stu-miR7998	−3.69	2.74E−03	novel_117	1.45	1.01E−05
stu-miR8015-3p	−3.69	2.74E−03	stu-miR8020	1.45	8.78E−04
stu-miR8034	−3.69	2.74E−03	stu-miR399a-3p	1.60	1.48E−19
stu-miR8041a-5p	−3.69	2.74E−03	stu-miR8025-5p	1.78	3.42E−05
novel_154	−3.69	2.74E−03	stu-miR399j-3p	1.98	1.74E−22
stu-miR7987	−3.69	2.74E−03	stu-miR8030-5p	2.04	8.87E−07
stu-miR8023	−3.69	2.74E−03	novel_161	2.04	2.93E−09
stu-miR8050-5p	−3.69	2.74E−03	stu-miR319b	2.06	0.00E+00
stu-miR7979	−3.69	2.74E−03	stu-miR5304-5p	2.45	4.44E−06
stu-miR8004	−3.69	2.74E−03	stu-miR8008b	2.45	4.44E−06
stu-miR8045	−3.69	2.74E−03	stu-miR7995	2.45	4.44E−06
stu-miR7122-5p	−3.45	1.86E−21	stu-miR399g-3p	4.14	1.21E−03
novel_103	−2.40	8.42E−84	stu-miR8001b-3p	4.14	1.21E−03
stu-miR5303j	−2.13	9.01E−07	stu-miR8014-3p	4.14	1.21E−03
stu-miR7984c-3p	−2.13	9.01E−07	stu-miR8024a-5p	4.14	1.21E−03
stu-miR171d-5p	−1.87	2.36E−05	stu-miR7990b	4.14	1.21E−03
novel_120	−1.87	5.85E−23	stu-miR167a-3p	4.14	1.21E−03
stu-miR169f-3p	−1.87	2.36E−05	stu-miR7983-5p	4.14	1.21E−03
stu-miR8032b-3p	−1.87	2.36E−05	stu-miR166c-5p	4.14	1.21E−03
stu-miR397-3p	−1.59	6.32E−59	stu-miR8048-3p	4.14	1.21E−03
stu-miR164-5p	−1.55	4.66E−04	stu-miR8012	4.14	1.21E−03
stu-miR7991a	−1.55	4.66E−04	stu-miR5304-3p	4.14	1.21E−03
stu-miR8007a-3p	−1.55	4.66E−04	stu-miR8018	4.14	1.21E−03
stu-miR8038a-5p	−1.42	2.91E−07	stu-miR3627-3p	4.14	1.21E−03
novel_93	−1.33	3.38E−19	stu-miR6023	4.14	1.21E−03
novel_162	−1.28	3.82E−06	novel_182	4.14	1.21E−03
stu-miR7997a	−1.28	3.82E−06	stu-miR8011a-3p	4.14	1.21E−03
stu-miR172d-5p	−1.25	3.20E−07	stu-miR5303c	5.14	1.01E−05
stu-miR398a-3p	−1.14	0.00E+00	stu-miR8028-5p	5.14	1.01E−05
novel_193	−1.13	2.95E−07	stu-miR8024a-3p	5.73	9.15E−08
stu-miR399a-5p	−1.13	5.49E−03	stu-miR8010	5.73	9.15E−08
novel_116	−1.13	1.58E−10			
stu-miR5303 h	−1.13	2.39E−08			
stu-miR7980b-5p	−1.13	5.49E−03			
novel_108	−1.01	7.44E−20			

### Integrative miRNA-mRNA expression and function analysis

In our previous study, our focus is on the relationship between auxin, TOR and adventitious root formation (Deng et al., 2017). Our transcriptome data showed that a large number of genes associated with root development were differentially expressed in potato seedling under TOR inhibitor treatment. Loss of auxin signaling after TOR suppression results in significant down-regulation of these genes (Morin et al., 2008; Deng et al., 2017). In addition, a large number of genes related to biosynthesis and metabolism are differentially expressed. How TOR affects the expression of these genes is still unclear. To further determine the regulatory function of TOR at post-transcriptional level, we performed miRNA-mRNA reverse correlation analysis to identify reliable miRNA and their targets. 

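The miRNAs of the miRNA-mRNA pairs had few reads in the seedlings. The 13 miRNAs listed as up-regulated in Table S9A had 42 reads together in the DMSO library and 84 in the RAP + KU library. The 14 listed as down-regulated in Table S9B had 72 and 17. These directions are not independent evidence, since the miRNAs were chosen on these libraries, and 40 of the 84 reads are of stu-miR4376-3p. The most abundant was stu-miR4376-3p, with 24 reads in the DMSO library and a ratio of 2.08 (95% interval 1.23 to 3.61). Its p of 0.00523 was the only one under 0.05 among the 27, and its adjusted p was 0.0275 by Fisher's exact test. It passed under TMM and DESeq2 scaling, with log2 ratios of 1.18 and 1.17.

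None of the 27 passed, also when adjusted over the 27 alone, and 0 were called by edgeR's exact test with an assumed coefficient of variation of 0.1 or 0.2. In 13 of them both libraries had 3 reads or fewer, and 10 had 1 read in all. Differences of the size listed were therefore not detectable for most of these miRNAs at this depth. The mRNA values of the pairs and the RT-qPCR of some of these miRNAs are the paper's and were not analysed here.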

In present study, thirteen up-regulated miRNAs and 14 down-regulated miRNAs were corresponding to 47 down-regulated 82 up-regulated mRNAs, respectively (Tables S9A–S9D). GO functional (Table S10A–S10B) and KEGG pathway (Fig. 3) analysis showed that the negatively correlated miRNA/mRNA interaction pairs participate in some key metabolic processes such as lipid synthesis, amino acid metabolism, nitrogen metabolism, flavonoid biosynthesis and so on. To validate the results of high-throughput sRNA sequencing, the expression patterns of 8 miRNAs were analyzed by qRT-PCR. Meanwhile, to detect the expression patterns of the targets identified by transcriptome analysis, 6 target genes were selected for qRT-PCR analysis. The results showed that all the selected miRNAs and targets shared similar expression tendency with the original results (Fig. 4).

**Figure 3:**

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis. (A) KEGG enrichment based on down-regulated DEGs under the TOR inhibition. (B) KEGG enrichment based on up-regulated DEGs under the TOR inhibition.

**Figure 4:**

Verification of the selected miRNAs and their potential target genes by qRT-PCR. Relative expression levels of the selected six miRNAs (stu-miR8010, stu-miR5303c, stu-miR6023, stu-miR1886i, stu-miR7985 and stu-miR3627) and their potential target genes (PGSC0003DMG400026112, PGSC0003DMG400028214, PGSC0003DMG400008584, PGSC0003DMG400023703, PGSC0003DMG402018257 and PGSC0003DMG401025397) were measured by RT-qPCR. U6 and actin were used as internal control for miRNAs and mRNA RT-qPCR, respectively.

### Differentially expressed miRNAs were involved in some anabolic and biosynthetic pathways

TOR, as a central regulator of anabolism, participates in many biosynthetic processes, such as ribosome biosynthesis, and protein translation and synthesis. In the integrative miRNA-mRNA data, DE miRNAs target genes also participate in many anabolism processes. As shown in Fig. 3 and Table 3, differentially expressed miRNAs were involved in phenylpropanoid biosynthesis, cutin, suberine and wax biosynthesis. On the other hand, TOR also negatively regulates the synthesis of some metabolites, such as glucosinolates and flavonoids. 

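The miRNAs that Table 3 pairs with phenylpropanoid genes had more reads in the RAP + KU library, without passing the test. For phenylpropanoid biosynthesis, which leads to lignin, these are stu-miR4376-3p and stu-miR5303c, whose reads are given above, and stu-miR7983-5p. The 3 miRNAs had 24 reads in the DMSO library and 43 in the RAP + KU library, almost all from stu-miR4376-3p, which the paper pairs with haem peroxidases. The direction is not independent evidence, since these miRNAs were chosen as up-regulated on the same libraries. For stu-miR7983-5p there were 0 reads in the DMSO library and 1 in the RAP + KU library. The only miRNA for cutin, suberine and wax biosynthesis, stu-miR8011a-3p, likewise had 0 reads and 1 read, which gives no ratio.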

Suppression of TOR could up-regulated genes responsible glucosinolates and flavonoids synthesis (Caldana et al., 2013). It was found that the differentially expressed miRNAs target genes were also involved in the biosynthesis of flavonoids, suggesting that TOR may regulate the biosynthesis of flavonoids relying on miRNAs. Interestingly, TOR, as the core regulatory element of ribosomal biosynthesis, large number genes of ribosome was differentially expressed in transcriptomics. But only few differentially expressed miRNAs target genes were involved in ribosomal biosynthesis. These results indicated that miRNAs are only part of TOR regulation networks in transcription and post-transcriptional level.

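A single miRNA of Table 3 is paired with a ribosomal gene. It is stu-miR8020, which the paper pairs with the gene of ribosomal protein L18a, and it had 2 reads in the DMSO library and 4 in the RAP + KU library. The ratio was 2.50 (95% interval 0.358 to 27.6), and the difference did not pass (two-sided Fisher's exact test, p = 0.417).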

**Table 3:** Differentially expressed miRNAs under the TOR inhibition in potato involved in catabolic process, anabolic process and biosynthetic pathways.

**MiRNA**	**Target gene_id**	**Log2FoldChange**	***P*val**	**Gene description**
**Ribosome**				
stu-miR8020	PGSC0003DMG400030153	−0.31601	1.55E−04	Ribosomal protein L18a
**Biosynthesis of amino acids**				
stu-miR7983-5p	PGSC0003DMG400022088	−0.40026	1.28E−07	Transketolase, C-terminal
**Cutin, suberine and wax biosynthesis**				
stu-miR8011a-3p	PGSC0003DMG400004844	−0.77456	4.95E−07	Glucose-methanol-choline oxidoreductase, N-terminal
**Phenylpropanoid biosynthesis**				
stu-miR4376-3p	PGSC0003DMG400020795	−2.9897	1.54E−06	Haem peroxidase, plant/fungal/bacterial
stu-miR5303c	PGSC0003DMG400003013	−0.60889	3.06E−04	Glycoside hydrolase family 3
stu-miR7983-5p	PGSC0003DMG400005872	−2.6826	2.42E−19	Plant peroxidase
stu-miR4376-3p	PGSC0003DMG400022541	−0.73675	1.21E−03	Haem peroxidase, plant/fungal/bacterial
stu-miR4376-3p	PGSC0003DMG400020801	−3.3592	4.72E−10	Peroxidases heam-ligand binding site
**Ubiquinone and other terpenoid-quinone biosynthesis**				
stu-miR7997a	PGSC0003DMG400021276	2.1196	3.17E−19	Pyridoxal phosphate-dependent transferase, major region, subdomain 1
stu-miR8045	PGSC0003DMG400017707	0.52448	3.78E−08	4-hydroxyphenylpyruvate dioxygenase
**Phenylalanine, tyrosine and tryptophan biosynthesis**				
stu-miR5303 h,stu-miR5303j	PGSC0003DMG400011282	1.4353	4.63E−03	Tryptophan synthase, beta chain, conserved site
stu-miR7997a	PGSC0003DMG400021276	2.1196	3.17E−19	Pyridoxal phosphate-dependent transferase, major region, subdomain 1
**Isoquinoline alkaloid biosynthesis**				
stu-miR7997a	PGSC0003DMG400021276	2.1196	3.17E−19	Pyridoxal phosphate-dependent transferase, major region, subdomain 1
**Pantothenate and CoA biosynthesis**				
stu-miR5303 h,stu-miR5303j,stu-miR7997a	PGSC0003DMG400013511	0.37163	1.54E−04	ATCOAA—Type II pantothenate kinase
**Tropane, piperidine and pyridine alkaloid biosynthesis**				
stu-miR7997a	PGSC0003DMG400021276	2.1196	3.17E−19	Pyridoxal phosphate-dependent transferase, major region, subdomain 1
**Fatty acid elongation**				
stu-miR8004	PGSC0003DMG400014549	0.73372	1.65E−04	Thiolase-like
**Carotenoid biosynthesis**				
stu-miR5303 h,stu-miR5303j	PGSC0003DMG402018475	1.1371	1.49E−03	Cytochrome P450
**Zeatin biosynthesis**				
stu-miR5303 h,stu-miR5303j	PGSC0003DMG400023732	1.0493	3.57E−08	UDP-glucuronosyl/UDP-glucosyltransferase
**Biosynthesis of unsaturated fatty acids**				
stu-miR8050-5p	PGSC0003DMG400020620	0.40349	8.59E−06	ACX2—Acyl-CoA dehydrogenase/oxidase C-terminal
**Lysine degradation**				
stu-miR5303c	PGSC0003DMG400001557	−0.33784	2.01E−03	Histone H3-K9 methyltransferase, plant
**Regulation of autophagy**				
stu-miR5303 h,stu-miR5303j,stu-miR7997a	PGSC0003DMG402022314	0.28852	2.09E−03	Ubiquitin-related domain
stu-miR7997a	PGSC0003DMG402012477	0.33886	3.04E−04	Autophagy protein Atg8 ubiquitin-like
**Ubiquitin mediated proteolysis**				
stu-miR5303 h,stu-miR5303j,stu-miR7997a	PGSC0003DMG400003897	0.29401	1.31E−03	Zinc finger, RING-type
stu-miR5303 h,stu-miR5303j,stu-miR7997a	PGSC0003DMG400019395	0.43331	9.66E−07	Ubiquitin-conjugating enzyme/RWD-like
**Fatty acid degradation**				
stu-miR8050-5p	PGSC0003DMG400020620	0.40349	8.59E−06	ACX2—Acyl-CoA dehydrogenase/oxidase C-terminal
**Valine, leucine and isoleucine degradation**				
stu-miR5303 h,stu-miR5303j	PGSC0003DMG400011330	0.7956	4.46E−15	BCE2—Chloramphenicol acetyltransferase-like domain

### Differentially expressed miRNAs related to some catabolic processes

Catabolic pathways is another set of metabolism that breaks down large molecules (such as lipids, polysaccharides, proteins and nucleic acids) into smaller unites (such as fatty acids, monosaccharides, amino acids and nucleotides, respectively) which are either oxidized to release energy or used in other anabolic reactions. Autophagy is a natural regulated project of the cell that disassembles unnecessary or dysfunctional components for turnover and recycling of intracellular macro molecules and whole organelles. In the mammals, many miRNAs (such as miR-145, miR-181, miR-93-5p, miR-33 and miR-21) (Zhang et al., 2017b) as the upstream regulator of TOR signaling pathway were shown to modulate disease biogenesis through inhibiting autophagy. 

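Reads of the miRNAs that Table 3 pairs with autophagy genes were fewer in the RAP + KU library. The 3 miRNAs stu-miR5303h, stu-miR5303j and stu-miR7997a are paired there with the gene of a protein with a ubiquitin-related domain, and stu-miR7997a also with that of an Atg8 protein. Together they had 34 reads in the DMSO library and 10 in the RAP + KU library. This direction is not independent evidence, since they were chosen as down-regulated on these same libraries. There were 18 and 6 reads of stu-miR5303h, a ratio of 0.417 (95% interval 0.135 to 1.10), 6 reads and 1 read of stu-miR5303j, a ratio of 0.208 (95% interval 0.00453 to 1.72), and 10 and 3 reads of stu-miR7997a, a ratio of 0.375 (95% interval 0.0663 to 1.46). None passed the test, and each interval includes 1. The lowest adjusted p was 0.259, for stu-miR5303h, by Fisher's exact test.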

In this study, the KEGG pathway “regulation of autophagy” was affected under the TOR suppression, and a total of three down-regulated miRNAs as the downstream of the TOR signaling pathway were targeting the autophagy-related genes (Table 3). Ubiquitination is a key posttranslational modification carried out by a set of three enzymes: ubiquitin-activating enzyme (E1), ubiquitin-conjugating enzymes (E2), and ubiquitin-protein ligase (E3). The “ubiquitin mediated proteolysis” KEGG pathway was one of the most enriched pathways in the miRNA data. A total of four differentially expressed ubiquitination-related miRNAs were observed and three were significantly down-regulated (Table 3). These observations strongly support the previous results in which TOR negatively regulated the catabolic process (autophagy and ubiquitination) in yeast, mammals and plants (Xiong & Sheen, 2014; Dong et al., 2015). 

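In Table 3, ubiquitin mediated proteolysis has the same miRNAs as the regulation of autophagy, paired there with genes of a RING-type zinc finger protein and a ubiquitin-conjugating enzyme. The reads of stu-miR5303h, stu-miR5303j and stu-miR7997a are therefore those given for autophagy, with 0 of the 3 passing the test. The adjusted p was 0.474 for stu-miR5303j and 0.516 for stu-miR7997a by Fisher's exact test.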

In previously studies, it has showed that suppression of TOR could lead to accumulation of sugars and lipids in *Arabidopsis* (Caldana et al., 2013; Dobrenel et al., 2013). In this study, we found that many miRNA targeted genes were involved in these metabolic processes. 

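The miRNAs that Table 3 pairs with genes of lipid metabolism were counted once each. For stu-miR8004, paired with a thiolase-like gene of fatty acid elongation, there was 1 read in the DMSO library and 0 in the RAP + KU library. For stu-miR8050-5p, paired with the acyl-CoA oxidase gene ACX2 of fatty acid degradation, the counts were the same. No ratio can be given for either, and a difference between the libraries was not detectable at this depth.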

TOR may influence the metabolic processes of sugars and lipids by regulating corresponding miRNAs. Thus, our results showed that miRNAs may act as a bridge between TOR and catabolism.

## Discussion

MiRNAs play an important role in plant growth, development and stress response. Through high-throughput sequencing technologies, many of the evolutionary conserved and novel miRNAs were detected in different species. A large number of miRNAs are still unidentified due to its low expression levels, tissue specificity or spatio-temporal expression specificity. In this study, total of 193 known miRNAs and 79 novel miRNAs were identified, largely increasing the number of miRNAs in potato. Furthermore, we found that the expression of a large number of miRNAs was affected by TOR in potato. About 86 miRNAs were differentially expressed between the libraries of TOR inhibition and the control, suggesting TOR play a crucial role in regulation the expression of miRNA. The expression levels of *stu-miR5303c*, *stu-miR8010*, *stu-miR8024a-3p* and *stu-miR166c-5p* had remarkable up-regulated differences, while that of *stu-miR3627-5p*, *novel_111*, *stu-miR169a-3p* and *stu-miR1886h*, etc., had remarkable down-regulated differences. These data suggested TOR plays a crucial role in regulation the expression of miRNA. 

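Apart from the miRNAs named in the results, those singled out here rest on a single read each. For stu-miR166c-5p it was counted in the RAP + KU library, and for novel_111, stu-miR169a-3p and stu-miR1886h in the DMSO library, with 0 reads in the other library. Among the miRNAs that passed the test on reads under every scaling tried, the largest log2 ratios were those of stu-miR319b (ratio 3.82, 95% interval 3.57 to 4.08) in the higher direction and novel_103 (log2 ratio -2.49) in the lower.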

The functions of these miRNAs have been reported in other species, such as *miR156*, *miR164* and *miR319* et al. The role of *miR156* in controlling flower development is highly conserved in rice, tomato and maize (Hong & Jackson, 2015). *MiR164* can target to *NAC* transcription factors to modulate root development and drought resistance in *Z. mays* and rice, respectively (Li et al., 2012; Fang, Xie & Xiong, 2014). Zhao et al. (2015) showed that *miR319*/*TCP4* module played a crucial role in systemic defensive response in tomato. In addition, the role of these differentially expressed miRNAs was partially revealed in potato as well, such as *miR156*, *miR172* and *miR169*. *MiR156* and *miR172* is involved in regulating developmental timing in *Arabidopsis* (Wu et al., 2009). Consistently, *miR156* and *miR172* affect not only flowering time, but also the timing of tuberization in potato. Similarly, *miR169* is conserved related with salt stress in potato and other species (Yang et al., 2016; Zhao et al., 2009; Luan et al., 2015). Indeed, it has been reported that both TOR and miRNAs are involved in many different signaling pathways to regulate plant growth and development in previous studies (Jones-Rhoades, Bartel & Bartel, 2006; Shi, Wu & Sheen, 2018). Whether TOR can regulate plant growth and development through these known miRNAs identified in this study may be a field worthy of research. In addition, many differentially expressed miRNAs identified in this study are unknown function miRNAs. Integrated mRNA and miRNA expression profiling will be helpful to predict the function of these unknown miRNAs. In this study, through the combined analysis of miRNAomics and transcriptomics, the obtained RNA-miRNA regulatory networks partially reveal the function of TOR in post-transcriptional regulation. Our data revealed more than 120 miRNA-mRNA regulatory networks involved in TOR signaling and thus provided circumstantial evidence for miRNAs involving in the role of TOR in modulating gene expression at post-transcriptional level. These data will provide valuable information for further investigation of the molecular mechanisms of miRNA involved in the TOR signaling pathway.

TOR as a core regulator of cell growth can regulate the many biological process of the organism at different levels such as: gene transcription, protein translation and synthesis and metabolic processes. A number of transcriptome analyses have showed that TOR was involved in the regulation of genes expression at transcriptional level in plants (Dong et al., 2015; Caldana et al., 2013; Song et al., 2017; Xiong et al., 2013). It had found that some transcription factors are involved in TOR signaling pathway in mammals, such as *SREBP1*, *HIF1α* and *YY1* (Laplante & Sabatini, 2012; Zoncu, Efeyan & Sabatini, 2011; Li et al., 2011; Porstmann et al., 2008; Cunningham et al., 2007). In addition, Xiong & Sheen (2014) and Xiong et al. (2013) had firstly found the transcription factors E2Fa and E2Fb which could directly activate by TOR kinase in *Arabidopsis*. However, compared with the thousands differential expression genes after TOR inhibition, transcription factors directly regulated by TOR signaling pathway are very limited. In previous studies, it has shown that miRNAs can target to signaling proteins, enzymes, transcription factors and other genes, and Cui et al. declare that miRNAs preferentially target the downstream components of the adaptors, which have potential to recruit more downstream components, such as TFs based on bioinformatics analysis (Cui et al., 2006). 

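Families that target transcription factors differed in how their reads were divided between the libraries, and none of the members of miR156, miR164, miR169 or miR172 passed the test. For miR156, which targets SPL transcription factors, 0 of 7 members passed, also when adjusted over the list alone. At an adjusted p under 0.01 by Fisher's exact test and at any fold, stu-miR156e and stu-miR156f-5p were higher, with log2 ratios of 0.26 and 0.54, and stu-miR156d-3p was lower, with -0.40. The median was 0.11, at percentile 88.7 of the matched random lists, and it was -0.24 per raw read, as the direction of stu-miR156e also turned (-0.08). The summed reads of miR156 went the other way, with a ratio of 0.927 (95% interval 0.890 to 0.966). Their log2 ratio of -0.11 turned to 0.0231 under TMM factors and to 0.13 without miR319 in the totals. For miR172, which targets AP2 transcription factors, 0 of 7 passed, also adjusted over the list alone. Reads of stu-miR172b-3p numbered 408 in the DMSO library and 505 in the RAP + KU library, a ratio of 1.55 (95% interval 1.35 to 1.77, adjusted p = 5.43e-10 by Fisher's exact test). The summed reads of the family had a ratio of 1.39 (95% interval 1.23 to 1.56), while the median log2 ratio of its 3 members with at least 10 reads was negative, -0.33, at percentile 23.7.

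The NAC-targeting miR164 was rare, with 33 and 20 reads of stu-miR164-3p and 4 reads and 1 read of stu-miR164-5p. The 4 members of miR169, which targets NF-YA transcription factors, had 12 reads together in the DMSO library and 4 in the RAP + KU library. None of them passed, also adjusted over the list alone, and none had 10 reads in all.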

In this study, we found that many differentially expressed miRNAs can target to TFs, such as *miR164*, *miR156*, *miR169*, *miR172* and so on (Jiao et al., 2010; Wu et al., 2009; Zhao et al., 2009; Guo et al., 2005). In addition, we also found that some function unknown miRNAs can target to TFs based on integrated mRNA and miRNA expression profiling, such as *miR5303j*- *PGSC0003DMG400028381* (a WRKY transcription factor) module and *miR8050*- *PGSC0003DMT400021748* (a GRAS transcription factor) module. Furthermore, Cui et al. showed that variation of expression of miRNA targets is significantly lower than that of other genes in different species (Cui et al., 2007), implying that TOR-miRNA-mRNA(TF) module may be an important complement to TOR- substrate and TOR-TFs pathway in TOR-related conserved functions in eukaryotes, such as ribosome biosynthesis and lipid synthesis (Shi, Wu & Sheen, 2018). On the other hand, our data showed that differentially expressed miRNAs only participates in part of the function of TOR, suggesting that the regulation of gene transcripts by TOR signaling may rely on transcription factors at transcriptional level and other long non-coding RNA at transcriptional or post-transcriptional level. As an important cash crop, potato tubers contain abundant sugar, protein and other nutrients. TOR is a core regulator of metabolism in eukaryotes. MiRNAs also play key roles in many biological processes in animals and plants (Vaucheret, 2006; Shabalina & Koonin, 2008). How to modify these signals to regulate potato metabolism and optimize the nutritional value of potato tuber (secondary metabolites, lipid content and fatty acid composition, starch content or amino acid content) is a future course. In our current study, we predicted multiple TOR-miRNA-RNA regulatory networks for its relevance in biological metabolism. However, their roles in potato growth and development and application values in crop improvement needs further study.

## Conclusion

In conclusion, we identified 86 miRNAs that are regulated by TOR signaling in potato. Combined miRNAomics and transcriptomics analysis, more than 120 miRNA-mRNA regulatory networks were identified. These miRNAs may participate in TOR-related pathways including ribosome biosynthesis and lipid synthesis. Our results indicated a need for further experimental studies to reveal the role of TOR-related miRNAs in potato improvement.

##  Supplemental Information

10.7717/peerj.10704/supp-1 Supplemental Information 1 The first nucleotide bias for both novel and known miRNAs under the treatment of RAP +KU and DMSO

10.7717/peerj.10704/supp-2 Supplemental Information 2 Primers used in this study for mRNA and miRNA validation by qRT-PCR

10.7717/peerj.10704/supp-3 Supplemental Information 3 The basic sequencing information of sRNA libraries

10.7717/peerj.10704/supp-4 Supplemental Information 4 The known and novel miRNAs and their readcounts identified in this study

10.7717/peerj.10704/supp-5 Supplemental Information 5 The TPM of all the identified miRNA

10.7717/peerj.10704/supp-6 Supplemental Information 6 The identified miRNA and their putative targets

10.7717/peerj.10704/supp-7 Supplemental Information 7 The predicted target genes of known and novel miRNA identified in potato in this study

10.7717/peerj.10704/supp-8 Supplemental Information 8 The annotation of putative targets of differentially expressed miRNAs identified in this study

10.7717/peerj.10704/supp-9 Supplemental Information 9 Functional analysis of differentially expressed miRNAs (A) GO functional enrichments of differentially expressed miRNAs. (B) KEGG pathway enrichments of differentially expressed miRNAs.

10.7717/peerj.10704/supp-10 Supplemental Information 10 The integrative miRNAs and mRNA analysis. (A) Up-regulated miRNAs. (B) Down-regulated miRNAs. (C) Up-regulated mRNAs. (D) Down-regulated mRNAs.

10.7717/peerj.10704/supp-11 Supplemental Information 11 Functional analysis of differentially expressed mRNAs which are reverse correlation with differentially expressed miRNAs (A) The GO function analysis based on the down expressed mRNA/up expressed miRNA under the TOR inhibition with RAP + KU. (B) The GO function analysis based on the up expressed mRNA/down expressed miRNA under the TOR inhibition with RAP + KU.

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: Data is available at GenBank: GSE155877.

## References

[ref-1] Benjamin D, Colombi M, Moroni C, Hall MN (2011). Rapamycin passes the torch: a new generation of mTOR inhibitors. Nature Reviews. Drug Discovery.

[ref-2] Bhogale S, Mahajan AS, Natarajan B, Rajabhoj M, Thulasiram HV, Banerjee AK (2014). MicroRNA156: a potential graft-transmissible microRNA that modulates plant architecture and tuberization in *Solanum tuberosum* ssp. andigena. Plant Physiology.

[ref-3] Bian XZE, Ma P, Jia Z, Guo X, Xie Y (2016). Identification of miRNAs in sweet potato by Solexa sequencing. Russian Journal of Plant Physiology.

[ref-4] Bornachea O, Santos M, Martinez-Cruz AB, Garcia-Escudero R, Duenas M, Costa C, Segrelles C, Lorz C, Buitrago A, Saiz-Ladera C, Agirre X, Grande T, Paradela B, Maraver A, Ariza JM, Prosper F, Serrano M, Sanchez-Cespedes M, Paramio JM (2012). EMT and induction of miR-21 mediate metastasis development in Trp53-deficient tumours. Scientific Reports.

[ref-5] Caldana C, Li Y, Leisse A, Zhang Y, Bartholomaeus L, Fernie AR, Willmitzer L, Giavalisco P (2013). Systemic analysis of inducible target of rapamycin mutants reveal a general metabolic switch controlling growth in *Arabidopsis thaliana*. The Plant Journal: for Cell and Molecular Biology.

[ref-6] Cao X, Wu Z, Jiang F, Zhou R, Yang Z (2014). Identification of chilling stress-responsive tomato microRNAs and their target genes by high-throughput sequencing and degradome analysis. BMC Genomics.

[ref-7] Chen X (2009). Small RNAs and their roles in plant development. Annual Review of Cell and Developmental Biology.

[ref-8] Cui Q, Yu Z, Purisima EO, Wang E (2006). Principles of microRNA regulation of a human cellular signaling network. Molecular Systems Biology.

[ref-9] Cui Q, Yu Z, Purisima EO, Wang E (2007). MicroRNA regulation and interspecific variation of gene expression. Trends in Genetics.

[ref-10] Cunningham JT, Rodgers JT, Arlow DH, Vazquez F, Mootha VK, Puigserver P (2007). mTOR controls mitochondrial oxidative function through a YY1-PGC-1alpha transcriptional complex. Nature.

[ref-11] Curaba J, Spriggs A, Taylor J, Li Z, Helliwell C (2012). miRNA regulation in the early development of barley seed. BMC Plant Biology.

[ref-12] Deng K, Dong P, Wang W, Feng L, Xiong F, Wang K, Zhang S, Feng S, Wang B, Zhang J, Ren M (2017). The TOR pathway is involved in adventitious root formation in *arabidopsis* and potato. Frontiers in Plant.

[ref-13] Deng K, Yu L, Zheng X, Zhang K, Wang W, Dong P, Zhang J, Ren M (2016). Target of rapamycin is a key player for auxin signaling transduction in *arabidopsis*. Frontiers in Plant Science.

[ref-14] Dobrenel T, Marchive C, Azzopardi M, Clement G, Moreau M, Sormani R, Robaglia C, Meyer C (2013). Sugar metabolism and the plant target of rapamycin kinase: a sweet operaTOR?. Frontiers in Plant Science.

[ref-15] Dong P, Xiong F, Que Y, Wang K, Yu L, Li Z, Ren M (2015). Expression profiling and functional analysis reveals that TOR is a key player in regulating photosynthesis and phytohormone signaling pathways in *Arabidopsis*. Frontiers in Plant Science.

[ref-16] Fang R, Xiao T, Fang Z, Sun Y, Li F, Gao Y, Feng Y, Li L, Wang Y, Liu X, Chen H, Liu XY, Ji H (2012). MicroRNA-143 (miR-143) regulates cancer glycolysis via targeting hexokinase 2 gene. The Journal of Biological Chemistry.

[ref-17] Fang Y, Xie K, Xiong L (2014). Conserved miR164-targeted NAC genes negatively regulate drought resistance in rice. Journal of Experimental Botany.

[ref-18] Friedlander MR, Mackowiak SD, Li N, Chen W, Rajewsky N (2012). miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. Nucleic Acids Research.

[ref-19] Ge Y, sun Y, Chen J (2011). IGF-II is regulated by microRNA-125b in skeletal myogenesis. The Journal of Cell Biology.

[ref-20] Guo HS, Xie Q, Fei JF, Chua NH (2005). MicroRNA directs mRNA cleavage of the transcription factor NAC1 to downregulate auxin signals for *arabidopsis* lateral root development. Plant Cell.

[ref-21] Han R, Jian C, Lv J, Yan Y, Chi Q, Li Z, Wang Q, Zhang J, Liu X, Zhao H (2014). Identification and characterization of microRNAs in the flag leaf and developing seed of wheat (*Triticum aestivum* L.). BMC Genomics.

[ref-22] Hong Y, Jackson S (2015). Floral induction and flower formation–the role and potential applications of miRNAs. Plant Biotechnology Journal.

[ref-23] Hwang EW, Shin SJ, Kwon HB (2011). Identification of MicroRNAs and their putative targets that respond to drought stress in Solanum tuberosum. Journal of the Korean Society for Applied Biological Chemistry.

[ref-24] Iwakawa HO, Tomari Y (2013). Molecular insights into microRNA-mediated translational repression in plants. Molecular Cell.

[ref-25] Jewell JL, Flores F, Guan K-L (2015). Micro(RNA) Managing by mTORC1. Molecular Cell.

[ref-26] Jian H, Yang B, Zhang A, Ma J (2018). Genome-Wide Identification of MicroRNAs in response to cadmium stress in oilseed rape (Brassica napus L.) using high-throughput sequencing. International Journal of Molecular Sciences.

[ref-27] Jiao Y, Wang YD, Wang J, Yan M, Liu G, Dong G, Zeng D, Lu Z, Zhu X, Qian Q (2010). Regulation of OsSPL14 by OsmiR156 defines ideal plant architecture in rice. Nature Genetics.

[ref-28] Jones-Rhoades MW, Bartel DP, Bartel B (2006). MicroRNAS and their regulatory roles in plants. Annual Review of Plant Biology.

[ref-29] Kitazumia A, Kawahara Y, Onda TS, De Koeyer D, De los Reyes BG (2015). Implications of miR166 and miR159 induction to the basal response mechanisms of an andigena potato (Solanum tuberosum subsp, andigena) to salinity stress, predicted from network models in *Arabidopsis*. Genome.

[ref-30] Kozomara A, Griffiths-Jones S (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Research.

[ref-31] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Bology.

[ref-32] Laplante M, Sabatini DM (2012). mTOR signaling in growth control and disease. Cell.

[ref-33] Li J, Guo G, Guo W, Guo G, Tong D, Ni Z, Sun Q, Yao Y (2012). miRNA164-directed cleavage of ZmNAC1 confers lateral root development in maize (Zea mays L.). BMC Plant Biology.

[ref-34] Li Y, Hu X, Chen J, Wang W, Xiong X, He C (2017). Integrated mRNA and microRNA transcriptome analysis reveals miRNA regulation in response to PVA in potato. Scientific Reports.

[ref-35] Li S, Ogawa W, Emi A, Hayashi K, Senga Y, Nomura K, Hara K, Yu D, Kasuga M (2011). Role of S6K1 in regulation of SREBP1c expression in the liver. Biochemical and Biophysical Research Communications.

[ref-36] Liu Q, Chen YQ (2010). A new mechanism in plant engineering: the potential roles of microRNAs in molecular breeding for crop improvement. Biotechnology Advances.

[ref-37] Liu Y, Lin-Wang K, Deng C, Warran B, Wang L, Yu B, Yang H, Wang J, Espley RV, Zhang J, Wang D, Allan AC (2015). Comparative Transcriptome Analysis of White and Purple Potato to Identify Genes Involved in Anthocyanin Biosynthesis. PLOS ONE.

[ref-38] Liu C, Liu X, Xu W, Fu W, Wang F, Gao J, Li Q, Zhang Z, Li J, Wang S (2018). Identification of miRNAs and their targets in regulating tuberous root development in radish using small RNA and degradome analyses. 3 Biotech.

[ref-39] Llave C, Xie Z, Kasschau KD, Carrington JC (2002). Cleavage of Scarecrow-like mRNA targets directed by a class of *Arabidopsis* miRNA. Science.

[ref-40] Loewith R, Hall MN (2011). Target of rapamycin (TOR) in nutrient signaling and growth control. Genetics.

[ref-41] Luan M, Xu M, Lu Y, Zhang L, Fan Y, Wang L (2015). Expression of zma-miR169 miRNAs and their target ZmNF-YA genes in response to abiotic stress in maize leaves. Gene.

[ref-42] Mao X, Cai T, Olyarchuk JG, Wei L (2005). Automated genome annotation and pathway identification using the KEGG Orthology (KO) as a controlled vocabulary. Bioinformatics (Oxford, England).

[ref-43] Mao W, Li Z, Xia X, Li Y, Yu J (2012). A combined approach of high-throughput sequencing and degradome analysis reveals tissue specific expression of microRNAs and their targets in cucumber. PLOS ONE.

[ref-44] Marakli S (2018). Identification and functional analyses of new sesame miRNAs (Sesamum indicum L.) and their targets. Molecular Biology Reports.

[ref-45] Martin A, Adam H, Diaz-Mendoza M, Zurczak M, Gonzalez-Schain ND, Suarez-Lopez P (2009). Graft-transmissible induction of potato tuberization by the microRNA miR172. Development.

[ref-46] Meng Z, Hong D, Jian-Kang Z, Fusuo Z, Wen-Xue L (2011). Involvement of miR169 in the nitrogen-starvation responses in *Arabidopsis*. New Phytologist.

[ref-47] Mi S, Cai T, Hu Y, Chen Y, Hodges E, Ni F, Wu L, Li S, Zhou H, Long C, Chen S, Hannon GJ, Qi Y (2008). Sorting of small RNAs into *Arabidopsis* argonaute complexes is directed by the 5′terminal nucleotide. Cell.

[ref-48] Morin RD, Aksay G, Dolgosheina E, Ebhardt HA, Magrini V, Mardis ER, Sahinalp SC, Unrau PJ (2008). Comparative analysis of the small RNA transcriptomes of Pinus contorta and *Oryza sativa*. Genome Research.

[ref-49] Natarajan B, Kalsi HS, Godbole P, Malankar N, Thiagarayaselvam A Siddappa, S, Thulasiram HV, Chakrabarti SK, Banerjee AK (2018). MiRNA160 is associated with local defense and systemic acquired resistance against Phytophthora infestans infection in potato. Journal of Experimental Botany.

[ref-50] Nicot N, Hausman JF, Hoffmann L, Evers D (2005). Housekeeping gene selection for real-time RT-PCR normalization in potato during biotic and abiotic stress. Journal of Experimental Botany.

[ref-51] Park W, Li J, Song R, Messing J, Chen X (2002). CARPEL FACTORY, a Dicer homolog, and HEN1, a novel protein, act in microRNA metabolism in *Arabidopsis thaliana*. Current Biology.

[ref-52] Payyavula RS, Singh RK, Navarre DA (2013). Transcription factors, sucrose, and sucrose metabolic genes interact to regulate potato phenylpropanoid metabolism. Journal of Experimental Botany.

[ref-53] Peng T, Lv Q, Zhang J, Li J, Du Y, Zhao Q (2011). Differential expression of the microRNAs in superior and inferior spikelets in rice (*Oryza sativa*). Journal of Experimental Botany.

[ref-54] Porstmann T, Santos CR, Griffiths B, Cully M, Wu M, Leevers S, Griffiths JR, Chung YL, Schulze A (2008). SREBP activity is regulated by mTORC1 and contributes to Akt-dependent cell growth. Cell Metabolism.

[ref-55] Reinhart BJ, Weinstein EG, Rhoades MW, Bartel B, Bartel D (2002). MicroRNAs in plants. Genes & Development.

[ref-56] Ren M, Venglat P, Qiu S, Feng L, Cao Y, Wang E, Xiang D, Wang J, Alexander D, Chalivendra S, Logan D, Mattoo A, Selvaraj G, Datla R (2012). Target of rapamycin signaling regulates metabolism, growth, and life span in *Arabidopsis*. Plant Cell.

[ref-57] Shabalina SA, Koonin EV (2008). Origins and evolution of eukaryotic RNA interference. Trends in Ecology & Evolution.

[ref-58] Shi L, Wu Y, Sheen J (2018). TOR signaling in plants: conservation and innovation. Development.

[ref-59] Song Y, Zhao G, Zhang X, Li L, Xiong F, Zhuo F, Zhang C, Yang Z, Datla R, Ren M, Li F (2017). The crosstalk between Target of Rapamycin (TOR) and Jasmonic Acid (JA) signaling existing in *Arabidopsis* and cotton. Scientific Reports.

[ref-60] Sormani R, Yao L, Menand B, Ennar N, Lecampion C, Meyer C, Robaglia C (2007). Saccharomyces cerevisiae FKBP12 binds *Arabidopsis thaliana* TOR and its expression in plants leads to rapamycin susceptibility. BMC Plant Biology.

[ref-61] Storey JD (2003). The positive false discovery rate: a Bayesian interpretation and the q -value. Annals of Statistics.

[ref-62] Sun G (2012). MicroRNAs and their diverse functions in plants. Plant Molecular Biology.

[ref-63] Sun Y, Ge Y, Drnevich J, Zhao Y, Band M, Chen J (2010). Mammalian target of rapamycin regulates miRNA-1 and follistatin in skeletal myogenesis. The Journal of Cell Biology.

[ref-64] Tang J, Chu C (2017). MicroRNAs in crop improvement: fine-tuners for complex traits. Nature Plants.

[ref-65] Totary-Jain H, Sanoudou D, Ben-Dov IZ, Dautriche CN, Guarnieri P, Marx SO, Tuschl T, Marks AR (2013). Reprogramming of the microRNA transcriptome mediates resistance to rapamycin. The Journal of Biological Chemistry.

[ref-66] Van Leene J, Han C, Gadeyne A, Eeckhout D, Matthijs C, Cannoot B, De Winne N, Persiau G, Van De Slijke E, Van de Cotte B, Stes E, Van Bel M, Storme V, Impens F, Gevaert K, Vandepoele K, De Smet I, De Jaeger G (2019). Capturing the phosphorylation and protein interaction landscape of the plant TOR kinase. Nature Plants.

[ref-67] Wen M, Shen Y, Shi S, Tang T (2012). miREvo: an integrative microRNA evolutionary analysis platform for next-generation sequencing experiments. BMC Bioinformatics.

[ref-68] Vaucheret H (2006). Post-transcriptional small RNA pathways in plants: mechanisms and regulations. Genes & Development.

[ref-69] Wu G, Park MY, Conway SR, Wang JW, Weigel D, Poethig RS (2009). The sequential action of miR156 and miR172 regulates developmental timing in *Arabidopsis*. Cell.

[ref-70] Wu HJ, Ma YK, Chen T, Wang M, Wang XJ (2012). PsRobot: a web-based plant small RNA meta-analysis toolbox. Nucleic Acids Research.

[ref-71] Xie F, Frazier TP, Zhang B (2011). Identification, characterization and expression analysis of MicroRNAs and their targets in the potato (Solanum tuberosum). Gene.

[ref-72] Xie F, Stewart Jr CN, Taki FA, He Q, Liu H, Zhang B (2014). High-throughput deep sequencing shows that microRNAs play important roles in switchgrass responses to drought and salinity stress. Plant Biotechnology Journal.

[ref-73] Xiong Y, McCormack M, Li L, Hall Q, Xiang C, Sheen J (2013). Glucose-TOR signalling reprograms the transcriptome and activates meristems. Nature.

[ref-74] Xiong Y, Sheen J (2012). Rapamycin and glucose-target of rapamycin (TOR) protein signaling in plants. The Journal of Biological Chemistry.

[ref-75] Xiong Y, Sheen J (2014). The role of target of rapamycin signaling networks in plant growth and metabolism. Plant Physiology.

[ref-76] Xiong F, Zhang R, Meng Z, Deng K, Que Y, Zhuo F, Feng L, Guo S, Datla R, Ren M (2017). Brassinosteriod Insensitive 2 (BIN2) acts as a downstream effector of the Target of Rapamycin (TOR) signaling pathway to regulate photoautotrophic growth in *Arabidopsis*. The New Phytologist.

[ref-77] Xu X, Pan S, Cheng S, Zhang B, Mu D, Ni P, Zhang G, Yang S, Li R, Wang J, Orjeda G, Guzman F, Torres M, Lozano R, Ponce O, Martinez D, De la Cruz G, Chakrabarti SK, Patil VU, Skryabin KG, Kuznetsov BB, Ravin NV, Kolganova TV, Beletsky AV, Mardanov AV, Di Genova A, Bolser DM, Martin DM, Li G, Yang Y, Kuang H, Hu Q, Xiong X, Bishop GJ, Sagredo B, Mejia N, Zagorski W, Gromadka R, Gawor J, Szczesny P, Huang S, Zhang Z, Liang C, He J, Li Y, He Y, Xu J, Zhang Y, Xie B, Du Y, Qu D, Bonierbale M, Ghislain M, MR Del Herrera, Giuliano G, Pietrella M, Perrotta G, Facella P, O’Brien K, Feingold SE, Barreiro LE, Massa GA, Diambra L, Whitty BR, Vaillancourt B, Lin H, Massa AN, Geoffroy M, Lundback S, DellaPenna D, Buell CR, Sharma SK, Marshall DF, Waugh R, Bryan GJ, Destefanis M, Nagy I, Milbourne D, Thomson SJ, Fiers M, Jacobs JM, Nielsen KL, Sonderkaer M, Iovene M, Torres GA, Jiang J, Veilleux RE, Bachem CW, De Boer J, Borm T, Kloosterman B, Van Eck H, Datema E, Hekkert B, Goverse A, Van Ham RC, Visser RG (2011). Genome sequence and analysis of the tuber crop potato. Nature.

[ref-78] Yang W, Liu X, Zhang J, Feng J, Li C, Chen J (2010). Prediction and validation of conservative microRNAs of Solanum tuberosum L. Molecular Biology Reports.

[ref-79] Yang L, Mu X, Liu C, Cai J, Shi K, Zhu W, Yang Q (2015). Overexpression of potato miR482e enhanced plant sensitivity to Verticillium dahliae infection. Journal of integrative plant biology.

[ref-80] Yang J, Ning Z, Zhou X, Si H, Di W (2016). Identification of four novel stu-miR169s and their target genes in Solanum tuberosum and expression profiles response to drought stress: = Entwicklungsgeschichte und Systematik der Pflanzen. Plant Systematics & Evolution.

[ref-81] Ye P, Liu Y, Chen C, Tang F, Wu Q, Wang X, Liu C-G, Liu X, Liu R, Liu Y, Zheng P (2015). An mTORC1-Mdm2-Drosha axis for miRNA biogenesis in response to glucose- and amino acid-deprivation. Molecular Cell.

[ref-82] Yin F, Qin C, Gao J, Liu M, Luo X, Zhang W, Liu H, Liao X, Shen Y, Mao L, Zhang Z, Lin H, Lubberstedt T, Pan G (2015). Genome-wide identification and analysis of drought-responsive genes and microRNAs in tobacco. International Journal of Molecular Sciences.

[ref-83] Young MD, Wakefield MJ, Smyth GK, Oshlack A (2010). Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biology.

[ref-84] Zhang B (2015). MicroRNA: a new target for improving plant tolerance to abiotic stress. Journal of Experimental Botany.

[ref-85] Zhang L, Chia JM, Kumari S, Stein JC, Liu Z, Narechania A, Maher CA, Guill K, McMullen MD, Ware D (2009a). A genome-wide characterization of microRNA genes in maize. PLOS Genetics.

[ref-86] Zhang Y, Huang B, Wang HY, Chang A, Zheng XFS (2017c). Emerging Role of MicroRNAs in mTOR Signaling. Cellular and Molecular Life Sciences.

[ref-87] Zhang W, Luo Y, Gong X, Zeng W, Li S (2009b). Computational identification of 48 potato microRNAs and their targets. Computational Biology and Chemistry.

[ref-88] Zhang R, Marshall D, Bryan GJ, Hornyik C (2013). Identification and characterization of miRNA transcriptome in potato by high-throughput sequencing. PLOS ONE.

[ref-89] Zhang H, Xu F, Wu Y, Hu H-h, Dai X-f (2017a). Progress of potato staple food research and industry development in China. Journal of Integrative Agriculture.

[ref-90] Zhang L, Yao L, Zhang N, Yang J, Zhu X, Tang X, Calderon-Urrea A, Si H (2018). Lateral root development in potato is mediated by stu-mi164 regulation of NAC transcription factor. Frontiers in Plant Science.

[ref-91] Zhang H, Zhang J, Yan J, Gou F, Mao Y, Tang G, Botella JR (2017b). Short tandem target mimic rice lines uncover functions of miRNAs in regulating important agronomic traits. Proceedings of the National Academy of Sciences of the United States of America.

[ref-92] Zhao B, Ge L, Liang R, Li W, Ruan K, Lin H, Jin Y (2009). Members of miR-169 family are induced by high salinity and transiently inhibit the NF-YA transcription factor. BMC Molecular Biology.

[ref-93] Zhao W, Li Z, Fan J, Hu C, Yang Rand Qi, X, Chen H, Zhao F, Wang S (2015). Identification of jasmonic acid-associated microRNAs and characterization of the regulatory roles of the miR319/TCP4 module under root-knot nematode stress in tomato. Journal of Experimental Botany.

[ref-94] Zhou L, Chen J, Li Z, Li X, Hu X, Huang Y, Zhao X, Liang C, Wang Y, Sun L, Shi M, Xu X, Shen F, Chen M, Han Z, Peng Z, Zhai Q, Chen J, Zhang Z, Yang R, Ye J, Guan Z, Yang H, Gui Y, Wang J, Cai Z, Zhang X (2010). Integrated profiling of microRNAs and mRNAs: microRNAs located on Xq27.3 associate with clear cell renal cell carcinoma. PLOS ONE.

[ref-95] Zhu H, Zhou Y, Castillo-Gonzalez C, Lu A, Ge C, Zhao YT, Duan L, Li Z, Axtell MJ, Wang XJ, Zhang X (2013). Bidirectional processing of pri-miRNAs with branched terminal loops by *Arabidopsis* Dicer-like1. Nature structural & Molecular Biology.

[ref-96] Zoncu R, Efeyan A, Sabatini DM (2011). mTOR: from growth signal integration to cancer, diabetes and ageing. Nature reviews. Molecular Cell Biology.

# Supplementary material for: Genome-wide miRNA expression profiling in potato (Solanum tuberosum L.) reveals TOR-dependent post-transcriptional gene regulatory networks in diverse metabolic pathway
**Source:** PeerJ. 2021 Jan 14;9:e10704. doi: 10.7717/peerj.10704
**Supplement:** Supplemental Information 3

**Table S2 The basic sequencing information of sRNA libraries**

| Sample | Reads | Bases | Error rate | Q20 | Q30 | GC content |
| --- | --- | --- | --- | --- | --- | --- |
| RAP+KU | 12598581 | 0.630G | 0.01% | 98.75% | 97.60% | 48.83% |
| DMSO | 12408016 | 0.620G | 0.01% | 98.77% | 97.63% | 48.29% |

How the deposited data were processed for this re-analysis (not part of the article)

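Small RNA libraries of potato seedlings of the BP12-OE line were analysed, 1 from seedlings kept with rapamycin and KU and 1 from seedlings kept with DMSO, for 48 h at 22 °C in a cycle of 16 h light and 8 h dark. The condition of each library was taken from the sample labels and the paper's methods, and the doses only from the labels. Both sources name 1 library per condition, and no library was left out.

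The deposited table was used as it stands. Its read counts are whole reads per mature miRNA, which the authors obtained by removing low-quality reads, mapping the clean reads without mismatch by Bowtie to the potato genome of Ensembl Plants, assigning known miRNAs by miRBase, and predicting further miRNAs with miREvo and mirdeep2. The genome build is not given in the sources used here, so no coordinates are given. The submitters' processing notes list Bowtie2 2.2.3, TopHat2 2.0.12, HTSeq 0.6.1 and edgeR instead, and name another library kit than the paper does. Its TPM values were computed by the authors as reads times 1000000 over a total. The paper's methods give the clean reads as that total, but each deposited TPM column sums to 1000000 over the miRNAs, and each value equals the reads times 1000000 over all miRNA reads within 3.78e-05 TPM. The read counts of all 272 miRNAs in Table S3 were the same as the deposited ones, and those in Table S4 had the same TPM within 0.1%. Of 210 known miRNA names, 208 had a precursor of that name in the RefSeq annotation of SolTub_3.0, which was used for nothing else. For the differential expression the paper's methods name DESeq and its results DEGseq.

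From the counts, each miRNA was tested by a two-sided Fisher's exact test of its reads against all other miRNA reads in the 2 libraries, with Benjamini-Hochberg adjustment over 289 miRNAs. Calls were made at an adjusted p under 0.01 and an absolute log2 ratio over 1. The log2 ratio was of the reads plus 0.5 over the miRNA reads of the library. Exact 95% intervals of ratios were derived from Clopper-Pearson intervals of the share of a miRNA's reads that came from the RAP + KU library. A limit of 3 reads per library was used for counts of 0. Edge cases followed from it, with no ratio where both libraries had 3 reads or fewer and a bound where 1 library had 0 reads and the other more than 3. Since there is 1 library per condition, edgeR's quasi-likelihood test could not be fitted, and no test compares the conditions. The squared Pearson correlation was of log10(TPM + 1).

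The design, the alternatives and 15 lists of miRNA families or functions were fixed before the data were examined only in the sense that the deposited table had not been opened. The same read counts had been seen in the paper's Table S3, so that no choice was blind to them. The lists were miRNAs of copper proteins (miR397, miR398, miR408), of phosphate supply (miR399, miR827), of auxin and root development (miR160, miR164, miR167, miR390, miR393), of resistance genes (miR482 and miR6022 to miR6027), the families miR156, miR162, miR166, miR169, miR171, miR172, miR319 and miR396, the group of miR5303 and miR5304, the potato families miR7979 to miR8050, and the predicted miRNAs. For each list, the calls were counted over all miRNAs and adjusted over the list alone, and the median log2 ratio of members with at least 10 reads in all was placed among 10000 random lists of the same size, drawn from the 10 miRNAs on each side in the order of mean TPM. That percentile describes these 2 libraries and is not a p-value. The window of 10 was chosen after the data were seen.

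The miRNAs named were, by a rule set at the same time, those the paper names as measured in these libraries, the 10 with the highest TPM in each library, the 10 called ones with the largest log2 ratio in each direction and at least 10 reads in all, the called members and up to 4 members with the most reads in each list, and called miRNAs that are not in Table 2. The direction of the miRNAs in the pairs was taken from Tables S9A and S9B.

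The alternatives were TMM factors of edgeR, size factors of DESeq2, raw reads of Table S2 and miRNA reads without miR319 as the scale, a minimum of 10 reads, other thresholds, edgeR's exact test with an assumed coefficient of variation of 0.2 or 0.4, and a binomial test of TMM-scaled TPM values as if they were counts. The tests under another scaling used exact binomial tests given the scaled totals. An assumed coefficient of 0.1 and the MA-plot model of DEGseq, written anew in R and run on TMM-scaled TPM values and on reads with Storey's q, were added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

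The test was tried on simulated data, in 5 pairs of libraries drawn from the real totals and levels with 40 of 289 miRNAs changed in each, 200 in all. With the changed miRNAs drawn from all, 20 of 25 changed 3-fold were called at 100 or more expected reads, 16 of 43 at 10 to 100 and 0 of 32 under 10. Of those changed 8-fold, 27 of 27, 35 of 46 and 3 of 27 were called. Of 1245 unchanged miRNAs, 17 were called, where changed abundant miRNAs moved the totals. A second design, added after that result, changed only miRNAs under 1% of the reads. Of its miRNAs changed 3-fold, 25 of 25, 15 of 38 and 1 of 37 were called in the same classes, of those changed 8-fold 18 of 18, 33 of 44 and 7 of 38, and of 1245 unchanged ones 1. No call had the wrong direction in either design. Since 1 library per condition shows no variation between libraries, these counts do not say how often such variation would give a call.

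The mRNA values, the target prediction and the RT-qPCR of the paper were not analysed here.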

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

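The miRNAs stu-miR398a-5p and stu-miR408b-5p passed the test on reads and are not in Table 2. The reads of stu-miR398a-5p numbered 920 in the DMSO library and 361 in the RAP + KU library, with a log2 ratio of -1.03 and an adjusted p of 7.21e-32 by Fisher's exact test. Those of stu-miR408b-5p numbered 184 and 70, with a log2 ratio of -1.07 and an adjusted p of 3.72e-07 by the same test. Both ratios lie near the fold threshold, and under TMM factors they were -0.89 and -0.93.

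Another 2 groups were picked after their values were seen. The summed reads of the miRNAs that target resistance genes, miR482 and miR6022 to miR6027, held 14.4% of the miRNA reads in the DMSO library and 10.9% in the RAP + KU library, a log2 ratio of -0.40, which ran from -0.16 to -0.74 over the 4 other scalings. None of the 16 members passed at the fold threshold, also when adjusted over the list alone, but per raw read 3 were called lower, among them stu-miR482c with a log2 ratio of -1.17. At any fold, 8 were lower and 1, stu-miR6022, was higher, with a log2 ratio of 0.16 that turned to -0.18 per raw read. The members with the most reads among the lower ones were stu-miR482a-3p (log2 ratio -0.62), stu-miR482c (-0.82) and stu-miR482e-3p (-0.56). The median log2 ratio of the 14 members with at least 10 reads was -0.33, at percentile 37.4 of the matched random lists. The miR162 family, which targets the transcript of the Dicer-like enzyme DCL1, held 7.38% and 4.10%, a log2 ratio of -0.85, which ran from -0.61 to -1.19 over the other scalings. Its main member stu-miR162a-3p had 10908 and 4850 reads and passed the fold threshold only per raw read. Neither of its 2 members passed otherwise, also when adjusted over the list alone, and their median log2 ratio of -0.92 stood at percentile 6.35.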

How the results depend on the processing

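No paired analysis was possible because each condition has 1 library. The alternatives with an assumed coefficient of variation of 0.1 and with the MA-plot model were added after the data were seen, and the cause of the changes was not tested except where the alternative itself names it. The depth limits what can be called, since 60 of the 86 miRNAs in Table 2 had fewer than 10 reads in all. The median log2 ratio of the miRNAs with at least 10 reads moved by 0.13 under TMM factors, 0.12 under DESeq2 factors, -0.34 per raw read and 0.24 when miR319 was left out of the totals.

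In place of 4 higher and 8 lower miRNAs, TMM and DESeq2 factors each called 6 and 3, raw reads 1 and 21, totals without miR319 8 and 3, no fold threshold 20 and 32, the binomial test of TMM-scaled TPM values 37 and 26, and the MA-plot model on these values 41 and 45. With an assumed coefficient of 0.1, edgeR's exact test called 2 and 5, with 0.2 it called 1 and 1, and with 0.4 it called 0 and 0. A minimum of 10 reads gave 4 and 9, an adjusted p under 0.05 gave 5 and 10, and the MA-plot model on reads 5 and 9. Of the 12 called miRNAs, 7 remained under TMM, DESeq2 and the totals without miR319 and 9 per raw read. Of the 86 miRNAs in Table 2, 10 passed in the test on reads, 5 with an assumed coefficient of 0.1, 2 with 0.2, 0 with 0.4, 63 in the binomial test of TPM values and 86 in the MA-plot model on TPM values.

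The squared correlation was 0.738 with a pseudocount of 0.1 TPM, 0.952 with 10 TPM, 0.942 for at least 10 reads and 0.758 on the linear scale. With at least 10 reads, 103 known miRNAs were detected in the DMSO library, 95 in the RAP + KU library and 92 in both, and 48 predicted miRNAs in the RAP + KU library and 45 in both. Those found only in the DMSO library numbered 1 at 3 reads and 0 at 10 reads, and those found only in the RAP + KU library 2 and 0. Per 1000000 raw reads, 143 miRNAs in the DMSO library and 123 in the RAP + KU library reached 1, and 35 and 25 exceeded 60.

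Medians of the lists under TMM factors were -0.20 for the resistance genes, 0.91 for miR319, 0.34 for miR166 and, turned, 0.0172 for the potato families. Per raw read they were -0.66 for auxin, -0.68 for the resistance genes, 0.43 for miR319, -0.49 for miR171, -0.46 for the potato families and -0.54 for the predicted miRNAs, and they turned to -0.24 for miR156, -0.13 for miR166 and -0.21 for miR396. Without miR319 in the totals they were -0.0924 for the resistance genes, 1.02 for miR319, 0.35 for miR156, 0.45 for miR166 and 0.38 for miR396, and they turned to 0.10 for miR171, 0.12 for the potato families and 0.0474 for the predicted miRNAs. With a minimum of 50 reads, phosphate turned to -0.83, which is stu-miR827-3p alone, and miR172 to 0.15, from 2 members.

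Of 63 named miRNAs with a ratio, 4 turned direction under TMM factors, 3 under DESeq2 factors, 8 per raw read and 7 without miR319, and all of these had log2 ratios within 1 of 0. Under TMM factors they were stu-miR156a (0.00640), stu-miR396-3p (0.0203), stu-miR397-5p (0.0107) and stu-miR7984d-3p (0.0279), and under DESeq2 factors stu-miR396-3p (0.0102), stu-miR397-5p (5.67e-04) and stu-miR7984d-3p (0.0178). Per raw read they were stu-miR156e (-0.0828), stu-miR166a-3p (-0.13), stu-miR166b (-0.13), stu-miR171a-3p (-0.34), stu-miR319a-5p (-0.18), stu-miR408b-3p (-0.12), stu-miR6022 (-0.18) and stu-miR7984a (-0.27). Without miR319 they were stu-miR156a (0.11), stu-miR166a-5p (0.0424), stu-miR396-3p (0.13), stu-miR397-5p (0.12), stu-miR7984d-3p (0.14), stu-miR8016 (0.0122) and stu-miR827-5p (0.0138).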

Differences from the paper's values

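The paper reports 86 differentially expressed miRNAs, 41 up-regulated and 45 down-regulated, at a q-value under 0.01 and an absolute log2 fold change over 1. The test on reads gave 12, 4 and 8 at the same thresholds for the adjusted p and the fold. Of the alternatives set before the data were examined, which means before the deposited table was opened but with the counts of Table S3 already seen, the binomial test of TMM-scaled TPM values came within 1.5 times of the paper's total and of its up-regulated count, with 63 and 37, and the test on reads with no fold threshold came within 1.5 times of its down-regulated count, with 32. The other alternatives came within 1.5 times of none of the 3 counts. The MA-plot model of DEGseq on TMM-scaled TPM values, which was chosen after the values had been seen, gave 86, 41 and 45, the same miRNAs, and dropped 0 of those in Table 2. It gave the p-values of Tables S9A and S9B within 1% for 27 of 27 miRNAs, and the q-values of Table 2 within 1% for 82 of the 83 that are over 0.

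The paper's pairs hold 13 up-regulated and 14 down-regulated miRNAs, of which 0 and 0 passed the test on reads. The binomial test of TMM-scaled TPM values called 11 of the 13, and none of the alternatives set earlier came within 1.5 times of the 14. The MA-plot model on these values, chosen after the values had been seen, called all 27.

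The paper gives 17 known miRNAs with more than 10000 reads in the RAP + KU library and 22 in the DMSO library. The deposited counts gave 3 and 5, and 17 and 22 over 1000 reads.

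The paper's log2 ratio is 1.32 for stu-miR319a-3p, 2.06 for stu-miR319b and -1.14 for stu-miR398a-3p. The values from the miRNA totals were 1.19, 1.93 and -1.27. Under TMM factors they were 1.32, 2.06 and -1.14, and under DESeq2 factors 1.31, 2.05 and -1.15, so that these alternatives do not differ from the paper's values, while raw reads and totals without miR319 do. Of 42 log2 ratios of Table 2 that could be compared, these 3 differed by more than the counting interval, and 44 were not compared because a library had 0 reads or no ratio could be given.

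The paper states that 174 known miRNAs exist in both libraries. In the deposited counts 174 were found in each and 155 in both. It also gives 4 ubiquitination-related miRNAs, and Table 3 lists 3. The highest count of a predicted miRNA is 11652 in the paper and 11099 in the deposited counts. It names 86% of the 272 miRNAs as expressed, whereas the counts gave 87.2% and 86.9% of the 289 listed and 92.6% and 92.3% of the 272.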

Other observations

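The explanations weighed here, the bounds that decide on them and the MA-plot model were chosen after the results had been seen. So was the assumed coefficient of variation of 0.1. The other scalings and the coefficients of 0.2 and 0.4 had been set earlier as alternatives, with the counts of Table S3 already seen. Other families of plant development showed small differences between the libraries. The miRNAs that act on auxin response and root development, 13 members of miR160, miR164, miR167, miR390 and miR393, held 0.841% of the miRNA reads in the DMSO library and 0.648% in the RAP + KU library. None passed the test, also when adjusted over the list alone, and 1, stu-miR167c-5p, which targets auxin response factors, was lower at an adjusted p under 0.01 by Fisher's exact test, with 847 and 507 reads and a log2 ratio of -0.42. The median of the 9 members with at least 10 reads was -0.32, at percentile 24.9. Of the 7 members of miR171, which targets GRAS transcription factors, 0 passed in either case. The median was -0.14, at percentile 60.4, and it turned to 0.10 without miR319 in the totals. The growth-regulating factors are targets of miR396, whose stu-miR396-5p had 5157 and 5382 reads, a ratio of 1.30 (95% interval 1.26 to 1.36). Neither of its 2 members passed, also adjusted over the list alone, and the median log2 ratio was 0.14, at percentile 76.9, and -0.21 per raw read.

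The arms of 1 precursor did not always move together. The share of stu-miR408b-5p in the reads of both miR408b arms was 18.0% in the DMSO library and 8.18% in the RAP + KU library (two-sided Fisher's exact test, p = 3.28e-10). For miR398a the share of the 5p arm was 7.38% and 8.61% (p = 0.0108 by Fisher's exact test). The share of stu-miR319a-5p in both miR319a arms was 2.53% and 1.26% (p = 8.77e-19 by Fisher's exact test). Reads of the 3p arms of family members can be shared between precursors. The 2 members stu-miR166a-3p and stu-miR166b had reads in a fixed proportion, with 41.1% from stu-miR166b in both libraries (p = 0.936 by Fisher's exact test).

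The paper calls 86 miRNAs and the test on reads calls 10 of these. A candidate explanation is that TPM values were tested as if they were reads, since 1 read is worth several TPM. The MA-plot model of DEGseq on TMM-scaled TPM values called 86 of the 86, and on the reads themselves 12, which argues against the statistical model alone as the cause. On the TPM values, 1 read in the RAP + KU library against 0 gave a p of 0.00437 in that model. The same model on TMM-scaled TPM values gave the p-values of 27 of 27 miRNAs of Tables S9A and S9B within 1%. It gave 82 of the 83 q-values over 0 in Table 2 within 1%. These values go with TPM values having been tested, but they cannot show what the authors ran.

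The higher reads of miR319 in the RAP + KU library are one candidate for a response to TOR inhibition. Reads shared between near-identical members cannot change the sum of the family, whose log2 ratio was 1.23 (95% interval 1.20 to 1.25). That sum therefore does not test such sharing. The share of stu-miR319b in the reads of stu-miR319b and stu-miR319a-3p was 8.33% in the DMSO library and 13.2% in the RAP + KU library. How reads were divided between the members stays open. A scaling effect is argued against by the lowest log2 ratio of the sum over 4 other scalings, 0.88 per raw read. Of the 4, only raw reads lowered it. It was 1.36 under TMM factors, 1.35 under DESeq2 factors and 1.47 without miR319 in the totals, which can only raise it. Per raw read the call of stu-miR319a-3p ended, with a log2 ratio of 0.84. Variation between single libraries stays open. With an assumed coefficient of variation of 0.4, edgeR's exact test kept the call of no member. With 0.2 it kept that of stu-miR319b but not that of stu-miR319a-3p, and with 0.1 it kept both. No replicate shows which value holds, so that the treatment and the variation between seedlings cannot be told apart.

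The lower reads of miR398 may be a response to TOR inhibition. Whether the copper-related miRNAs responded as a group stays open, since the summed reads of the others had a log2 ratio of -0.0462, from members that differed in both directions. Against a scaling effect, the highest log2 ratio over these scalings was -0.81 for the summed reads of the group, which miR398a dominates, and -1.01 for miR398 alone. Variation between single libraries is again open. In edgeR's exact test, an assumed coefficient of 0.4 or 0.2 left no call in the copper-related group. With 0.1 the calls of stu-miR398a-3p, stu-miR398a-5p, stu-miR397-3p and stu-miR408b-5p remained. Treatment and library cannot be told apart.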
